# Exercise-induced β2-adrenergic Receptor Activation Enhances the Antileukemic Activity of Expanded γδ T-Cells via DNAM-1 Upregulation and PVR/Nectin-2 Recognition

**DOI:** 10.1158/2767-9764.CRC-23-0570

**Published:** 2024-05-13

**Authors:** Forrest L. Baker, Kyle A. Smith, Preetesh L. Mylabathula, Tiffany M. Zúñiga, Douglass M. Diak, Helena Batatinha, Grace M. Niemiro, Michael D. Seckeler, Charles R. Pedlar, Daniel P. O'Connor, Jamie Colombo, Emmanuel Katsanis, Richard J. Simpson

## Abstract

Exercise mobilizes cytotoxic lymphocytes to blood which may allow superior cell products to be harvested and manufactured for cancer therapy. Gamma-Delta (γδ) T-cells have shown promise for treating solid tumors, but there is a need to increase their potency against hematologic malignancies. Here, we show that human γδ T-cells mobilized to blood in response to just 20 minutes of graded exercise have surface phenotypes and transcriptomic profiles associated with cytotoxicity, adhesion, migration, and cytokine signaling. Following 14 days *ex vivo* expansion with zoledronic acid and IL2, exercise mobilized γδ T-cells had surface phenotypes and transcriptomic profiles associated with enhanced effector functions and demonstrated superior cytotoxic activity against multiple hematologic tumors *in vitro* and *in vivo* in leukemia-bearing xenogeneic mice. Infusing humans with the β1+β2-agonist isoproterenol and administering β1 or β1+β2 antagonists prior to exercise revealed these effects to be β2-adrenergic receptor (AR) dependent. Antibody blocking of DNAM-1 on expanded γδ T-cells, as well as the DNAM-1 ligands PVR and Nectin-2 on leukemic targets, abolished the enhanced antileukemic effects of exercise. These findings provide a mechanistic link between exercise, β2-AR activation, and the manufacture of superior γδ T-cell products for adoptive cell therapy against hematologic malignancies.

**Significance:**

Exercise mobilizes effector γδ T-cells to blood via β2-adrenergic signaling which allows for generation of a potent expanded γδ T-cell product that is highly cytotoxic against hematologic malignancies.

## Introduction

Physical activity and structured exercise are known to reduce cancer risk and progression (1, 2). This is linked to shifts in hormone levels, reduced adiposity, lowered systemic inflammation, and improvements in immune function (3–5). Every bout of moderate to vigorous intensity exercise dramatically increases circulating catecholamine levels, which drive the mobilization of highly cytotoxic lymphocytes to the blood compartment and coupled with the release of myokines facilitates their ability to infiltrate tumors (6). Considering the significant role that exercise-mobilized lymphocytes can play in strengthening immune surveillance and restraining tumor development, we have sought to investigate whether they may be more suitable candidates for adoptive cell therapies (7).

Among the various subsets of effector lymphocytes that exhibit high responsiveness to exercise, γδ T-cells appear to be a promising option for the treatment of both solid and hematologic malignancies (8–12). γδ T-cells, which represent about 5% of circulating lymphocytes, recognize a broad range of tumors in a non–MHC-restricted manner via their γδ-TCR or natural killer (NK)-cell-like activating receptors such as natural killer group 2D (NKG2D) DNAX-activating molecule (DNAM-1), and TNF-related apoptosis-inducing ligand (TRAIL; ref. 13). They are also capable of direct anti-tumor immunity through the release of cytotoxic granules, or indirectly through the production of effector cytokines such as IFNγ and TNFα. A subset of γδ T-cells, Vγ9Vδ2 T-cells, can be stimulated and expanded with aminobisphosphonates, such as Zoledronate (ZOL), and the *ex vivo* expansion of these cells with ZOL+IL2 has been shown to induce cytotoxic effects against many hematologic malignancies and solid tumors in both preclinical and clinical trials (14–18). There is, however, a critical need to increase the potency of expanded γδ T-cells, particularly against hematologic malignancies. For instance, the adoptive transfer of *ex vivo* expanded γδ T-cell has been shown to improve disease progression but failed to improve overall survival (OS) in multiple cancers (19–25). The results were similar when ZOL was used to promote the *in vivo* expansion of γδ T-cells, with little to no effect in most patients (26–32). Critically, approximately 58% of patients receiving *in vivo* ZOL failed to reach γδ T-cell numbers associated with increased OS following allogeneic hematopoietic cell transplantation. Moreover, *ex vivo* expansion has sometimes been unsuccessful due to low numbers of γδ T-cells in circulation (33, 34). We have shown that a single bout of exercise in humans mobilizes γδ T-cells to the peripheral blood and augments their *ex vivo* expansion and anti-tumor activity against a range of hematologic tumors *in vitro* (10). We also found an upregulation of key activating receptors on γδ T-cells expanded after exercise, and antibody blocking of NKG2D abrogated the augmented cytotoxic effects of exercise against a multiple myeloma (U266) but not a chronic myeloid leukemia (K562) cell line (10).

In the current study, we built on these findings by showing that γδ T-cells mobilized with exercise have transcriptomic profiles associated with cytotoxicity, adhesion, migration, and cytokine signaling, and that their increased cytotoxicity against K562 leukemic cells is dependent on an upregulation of DNAM-1 at the cell surface, allowing them to kill K562 cells via poliovirus receptor (PVR) and Nectin-2. The increased anti-leukemic effects of exercise were replicated when γδ T-cells were collected from the blood of humans during isoproterenol [ISO; a synthetic β1+β2-AR (adrenergic receptor) agonist] infusion. In addition, the mobilization and enhanced expansion of γδ T-cells were abolished after administering a β1+β2-AR but not a β1-AR antagonist prior to exercise. These findings provide a mechanistic link between exercise, β2-AR activation, and the manufacture of enhanced γδ T-cell products for adoptive cell therapy against hematologic malignancies.

## Materials and Methods

### Participants

We recruited 26 (9 female) healthy, physically active adults to participate in this study. 10 participants (height: 174 ± 10.1 cm, body mass: 69.2 ± 9.1 kg; age: 29.6 ± 6.5 years, female: *n* = 3) completed the exercise only trials, 9 participants (height: 175.7 ± 7.9 cm, body mass: 75 ± 6.9 kg; age: 28.3 ± 5.4 years, female: *n* = 3) completed the randomized placebo-controlled cross-over trial involving exercise and beta blockers, and 7 participants (height: 173 ± 11.5 cm, body mass: 68.2 ± 11.9 kg; age: 26.8 ± 5.4 years, female: *n* = 2) completed the ISO infusion experiments. Participants were excluded if they were current or recent (within 6 months) users of tobacco products, physically inactive [physical activity readiness (PAR) score <4], obese [body mass index ≥30 kg/m^2^ or waist girth >102 cm (men) and 88 cm (women)], pregnant, or had any illness, disease, or disorder that could affect the immune system. Enrolled participants were not taking medications (except for oral contraceptives for some female participants) and were classified as “low risk” for graded exercise testing in accordance with ACSM/American Heart Association criteria. Participants were required to abstain from alcohol, caffeine, and physical activity 24 hours prior to trials, as well as eliminate vitamin/mineral supplementation and medications that could modulate the immune system at least 4 weeks prior to involvement in the study. Adherence to the pretest guidelines were confirmed verbally with the participants prior to their arrival at the laboratory.

### Experimental Design

All laboratory visits occurred between 7:00 am and 10:00 am and, when multiple visits were required, these were separated by 1–3 weeks. Participants were required to fast overnight (8–12 hours), abstain from alcohol, and refrain from vigorous activities for 24 hours prior to each visit. The study was conducted in accordance with the Declaration of Helsinki and approval from the Human Subjects Protection Program at the University of Arizona (Tucson, AZ; #1801161041 and #1711017841), with written consent from all participants.

#### Standard Exercise Protocol

Participants completed two exercise trials performed at least a week apart, the first being a maximal exercise test to determine 

_2max_ (44.9 ± 8.7 mL/kg/minute), and the second being a steady-state or graded bout of exercise up to intensities equivalent to 80% 

_2max_ on an indoor cycling ergometer, as described previously (10, 35). Heart rate, electrocardiogram (ECG) activity, and respiratory gas exchange were recoded continuously throughout the test (Cosmed CPET). Prior to exercise (REST) and during the last 3–5 minutes of the exercise bout (EX), blood samples were collected from an indwelling catheter into vacuum-sealed tubes containing EDTA or citric acid, sodium citrate, and dextrose (ACD; Becton-Dickinson).

#### Exercise and Beta Blocker Protocol

Participants completed the same maximal exercise test to determine 

_2max_ (40.3 ± 10.2 mL/kg/minute), as stated above, but were required to visit the laboratory again on four separate occasions with a period of 7 days interspersed between visits (10). Participants performed the same 30-minute steady state or 20-minute graded bout of cycling exercise on three separate occasions after ingesting either (i) 10 mg bisoprolol (β1-AR antagonist), (ii) 80 mg nadolol (nonselective β1+β2-AR antagonist), or (iii) a placebo, exactly 3 hours prior to exercise (6). Blood samples were collected prior to drug/placebo ingestion (REST) and during the last 3–5 minutes of the EX. Heart rate, ECG activity, and respiratory gas exchange were recoded continuously throughout all trials. The tablets were administered in a double-blind fashion and the trials were performed using a block randomization design.

#### ISO Infusion Protocol

Participants were required to visit the Clinical and Translational Sciences Research Center (CATS) at The University of Arizona to complete the nonselective β-AR agonist infusion trial. Prior to infusion, two indwelling catheters (Becton-Dickinson) were placed inside bilateral antecubital veins to allow for simultaneous infusion of ISO and blood collection. Participants were infused with ISO (50 ng/kg/minute) for 20 minutes and blood samples were collected before (REST) and during the last 10 minutes of ISO infusion. Heart rate, ECG activity, and blood pressure were monitored during the trial.

### Blood Sample Analysis and Processing

Complete blood counts were immediately performed on whole blood samples treated with EDTA using an automated hematology analyzer (AcT 5Diff CP, Beckman Coulter). The enumeration of leukocytes and leukocyte subtypes in whole blood was performed using direct immunofluorescence assays and up to 8-color flow cytometry (MACSQuant 10, Miltenyi Biotec). All antibodies were purchased from Miltenyi Biotec unless otherwise stated. Briefly, peripheral blood mononuclear cells (PBMC) were stained with the following antibodies; CD8-VioBlue, CD14-VioGreen, CD3-FITC, CD4-PE, CD20-PerCP-Vio700, CD45-APC, CD56-APC-Vio770. Blood samples treated with ACD were used to isolate PBMCs (Ficoll-Paque PLUS, Cytiva), which were cryopreserved in liquid nitrogen at a concentration of 10 × 10^6^ cells/mL in freezing media (90% FBS, 10% DMSO) until they were used to phenotype and expand γδ T-cell *ex vivo*. Briefly, PBMCs were stained with the following antibodies; CD8-VioBlue, CD16-VioBlue, CD56-VioBlue, TRAIL-BV421 (BD Biosciences), CCR5-BV421 (BioLegend), CD3-VioGreen, Vδ2-FITC, CD4-PE, CD62L-PE, NKG2D-PE, CXCR3-PE, CD45-PerCP-Vio700, PD1-PerCP-eflour (BD Biosciences), 2B4-PerCP-Cy5.5 (BioLegend), BTLA-PerCP-Cy5.5 (BioLegend), TCRαβ-PE-Vio770, CD45RA-PE-Vio770, FasL-PE-Vio770, NKG2C-PE-Vio770, CCR7-PE-Vio770, Vδ1-APC, DNAM1-APC, NKG2A-APC, CD161-APC, TCRγδ-APC-Vio770, Vδ1-APC-Vio770. Extra aliquots were frozen from 3 participants for subsequent RNA isolation and single-cell RNA sequencing (scRNA-seq) using the 10x genomics platform.

### Expansion of γδ T-cells

γδ T-cells were expanded using methods described previously (10, 34). Briefly, PBMCs were thawed, enumerated, and seeded at a concentration of 1 × 10^6^ cells/mL in a 24 well-plate with culture media (RPMI1640 media +10% FBS and 10% penicillin-streptomycin) containing 300 IU/mL of IL2 (Miltenyi Biotec) and 5 µmol/L of ZOL (Sigma-Aldrich). Culture media was changed on days 3, 7, and 10, with fresh culture media culture containing IL2 (300 IU/mL) only. After 14 days, expanded Vγ9Vδ2+ T-cells were harvested to determine number, phenotype, and function by flow cytometry (MACSQuant 10; Miltenyi Biotec). Expanded Vγ9Vδ2+ T-cell phenotypes were assessed in a similar manner as previously described in the aforementioned section but with a slightly altered phenotype panel by replacing, Vδ1-APC-Vio770 with TCRγδ-APC-Vio770 and NKG2C-PE-Vio770 with FasL-PE-Vio770. The expanded Vγ9Vδ2+ T-cells were cryopreserved in liquid nitrogen at a concentration of 10 × 10^6^ cells/mL in freezing media (90% FBS, 10% DMSO) until use in the *in vitro* cytotoxicity assays, adoptive transfer experiments in xenogeneic mice, and bulk RNA-seq analysis.

### Vγ9Vδ2+ T-cell Cytotoxicity Assays

The *in vitro* cytotoxic function of the EX and ISO expanded Vγ9Vδ2+ T-cells were tested against the chronic myeloid leukemia cell line K562 (ATCC: CCL-243), multiple myeloma cell line U266 (ATCC: TIB-196), and Burkitt lymphoma cell line Daudi (ATCC: CCL-213). All target cells were maintained in a glutamine-enriched RPMI1640 media (+10% FBS and 10% penicillin-streptomycin). All experiments were performed with target cells between passages 3 and 9, to ensure all target cells used in this study were equivalent. *Mycoplasma* testing was routinely performed but we did not authenticate the cell lines. In some experiments, the target cells were incubated with 5 µmol/L of ZOL for 20 hours. On the day of the Vγ9Vδ2+ T-cell cytotoxicity assay, 2 × 10^6^ target cells were removed and labeled with an anti-CD71-FTIC antibody. The target cells were washed and resuspended in 5 mL of RPMI1640 media (+10% FBS and 10% penicillin-streptomycin). The expanded Vγ9Vδ2+ T-cells were then cocultured with the CD71-labeled target cells in a 96-well plate at 0:1, 1:1, 5:1. 10:1, and 20:1 γδ T-cell:target cells (E:T) ratios in a final volume of 200 µL. The 0:1 E:T ratio was used to determine the spontaneous death of the target cells. After 4 hours of incubation at 37°C, the cytotoxicity of γδ T-cell was assessed on the MACSQuant 10 (Miltenyi Biotec). Propidium iodide was added to each well on the 96-well plate immediately before analysis to quantify cell death. Vγ9Vδ2+ T-cell cytotoxic activity was quantified as specific lysis (% total lysis − % spontaneous death).

The receptor-ligand mechanism by which expanded Vγ9Vδ2+ T-cell recognize and lyse K562 cells was determined using antibody blocking experiments. To block activation of Vγ9Vδ2+ T-cells through the NKG2D, TRAIL, DNAM-1, and TCRγδ receptors, expanded Vγ9Vδ2+ T-cells were incubated with either media alone, an irrelevant antibody, or anti-mAb against the activating receptors for 30 minutes prior to performing the Vγ9Vδ2+ T-cell cytotoxicity assay. Concanamycin A (CMA) was used to inhibit the perforin-mediated killing of target cells by Vγ9Vδ2+ T-cells. CMA was incubated with Vγ9Vδ2+ T-cells at a concentration of 15 nm for 30 minutes at 37°C prior to coculture with target cells, without further washing. To block recognition of tumor cells through the PVR, Nectin-2, TRAIL-R1, and TRAIL-R2, K562 cells were incubated with either media alone, an irrelevant antibody, or anti-mAb against the respective tumor ligands for 30 minutes at 37°C prior to performing the Vγ9Vδ2+ T-cell cytotoxicity assay.

### Xenogeneic Mouse Experiments

NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^ Tg(IL15)1Sz/SzJ [NSG-Tg(Hu-IL15)] mice (Jackson Labs, stock no: 030890; RRID:MGI:6201748) between the ages of 8–12 weeks were used for xenotransplantation of expanded Vγ9Vδ2+ T-cells and K562-luc2 tumor cells (ATCC: CCL-243-LUC2). All experiments were performed with K562-luc2 between passages 3 and 4, to ensure all target cells used in this study were equivalent. *Mycoplasma* testing was routinely performed but we did not authenticate the cell line. K562-luc2 cells were maintained at 37°C, 5% CO_2_ in Iscove's DMEM supplemented with 10% FBS and 8 µg/mL blasticidin and prepared for tail vein injection as described previously (35). Mice were irradiated with 100 cGy, using a Cesium 137 irradiator, one day (day −2) before intravenous injection of expanded Vγ9Vδ2+ T-cells on day −1, mice not receiving expanded γδ T-cells (tumor-only) were injected with an equal volume of saline on the same day. The following day (day 0), 1 × 10^6^ K562-luc2 cells were injected intravenously through the lateral tail vein. One day after tumor injection (day 1), mice will be exposed to bioluminescent imaging (BLI), to monitor tumor progression using a LagoX (Spectral Instruments Imaging). Mice were monitored daily until sacrifice. In some experiments, ZOL was injected intraperitoneal on day 1 and repeated weekly to sensitize the tumors to γδ T cell–mediated lysis. BLI was repeated every 3–4 days to track tumor progression. Briefly, d-luciferin, potassium salt (15 mg/mL; Gold Biotechnologies) was injected intraperitoneally at a concentration of 10 µL/g of body weight (BW). Data were expressed as photons/second to allow for comparisons between exposure times. Although expanded γδ T-cells do not elicit GvHD, symptoms were monitored to ensure the small proportion of contaminating αβ T-cells (∼5%–10%) did not propagate GvHD. Mice were weighed and scored every 3–4 days to monitor GvHD. The following symptoms were assessed to determine GvHD status: Skin Integrity (0–2): 0 = normal, healthy skin; 1 = Scaling of paws/tail; 2 = dehydrated, obvious areas of denuded skin; Fur Integrity (0–2): 0 = normal, fluffy, and elastic fur; 1 = mild to moderate ruffling; 2 = soiled, stiff, and rough fur; Posture (0–2): 0 = normal posture; 1 = hunching only at rest; 2 = severe hunching, sunken or distended abdomen; Activity (0–2): 0 = normal, responsive and vocal; 1 = mild to moderately decreased; 2 = unresponsive, separates from group, circling, head pressing; Weight Loss (0–2): 0 ≤ 10%; 1 = 10% to 20%; 2 ≥ 20%; Diarrhea (0–1): 0 = no; 1 = yes. All animal procedures were performed in accordance with protocols approved by the University of Arizona Institutional Animal Care and Use Committee (#17-338).

### RNA-seq Analysis

We used scRNA-seq (*n* = 3) to identify transcriptomic changes within exercise-mobilized Vγ9Vδ2+ T-cells, and bulk RNA-seq to identify transcriptomic shifts among Vγ9Vδ2+ T-cells expanded, from the same participants, after both exercise (*n* = 2) and ISO infusion (*n* = 2). PBMCs or expanded Vγ9Vδ2+ T-cells (>95% purity) were thawed and resuspended in PBS and RNAlater solution and processed by the University of Arizona Genetics Core for scRNA-seq analysis using the 10x Genomics platform and bulk RNA-seq using the Illumina NextSeq500 platform. The scRNA-seq library generation, sequencing, and analysis were performed as described previously (35, 36). For bulk RNA-seq, RNA samples’ quality was assessed with a high sensitivity RNA Fragment Analyzer Kit (Advanced Analytics) and quantity with an RNA HS assay kit (Qubit). Quality samples were used for library builds with the Rapid RNA Library Kit (Swift) and Dual Combinatorial Indexing Kit (Swift). Samples had quality and average fragment size assessed with the High Sensitivity next-generation sequencing (NGS) Analysis Kit (Advanced Analytics). Quantity was assessed with the Kapa Library Quantification kit (Illumina), and then samples were equimolar-pooled and clustered for sequencing using Illumina NextSeq500 run chemistry (NextSeq 500/550 High Output v2 kit 150 cycles). Data were analyzed by the Bioinformatics core. For each differential expression analysis comparison, gene set enrichment analysis (GSEA), with a FDR of (0.25), was performed and annotated to both Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) terms.

### Statistical Analysis

Statistical analyses were completed using GraphPad Prism 9 (GraphPad Software) or SPSS (v24.0 IBM). All data are represented as mean ± SD unless otherwise stated. Paired *t* tests or Wilcoxon matched-pair signed rank test were used to detect differences in the proportion, total number, and phenotypes of isolated γδ T-cells or expanded Vγ9Vδ2+ T-cells before and during exercise or ISO infusion. Multiple linear mixed models (LMM) with Bonferroni correction for multiple comparisons were built to detect main effects of group (REST vs. EX/ISO), dose (E:T ratios), condition (antibody blockade), treatment (ZOL sensitization), and multiple interaction effects for *in vitro* cytotoxic function of the EX and ISO expanded Vγ9Vδ2+ T-cells. Multiple LMMs with Bonferroni correction for multiple comparisons were used to detect main effects of group, time, treatment, and multiple interaction effects for leukemic burden (BLI) and BW. Simple OS (Kaplan–Meier) was used to detect differences in OS and tumor-free survival (TFS). Significance was accepted at *P* < 0.05. For GSEA, the FDR was used separately for each database (GO and KEGG) to correct for multiple hypothesis testing and given the exploratory nature of our analysis, we selected an FDR threshold of <0.25, which denotes the confidence of “possible” or “hypothesis,” while an FDR <0.05 denotes “high confidence” or “statistical significance” (13). We used the less stringent FDR for our GSEA to avoid overlooking potentially meaningful changes in enriched gene sets in response to exercise.

### Data Availability

The scRNA-seq and bulk RNA-seq data generated in this study are publicly available in NCBI's Gene Expression Omnibus at accession numbers GSE212740 and GSE263181, respectively. All other data generated during this study are available from the corresponding author upon request.

## Results

### Acute Exercise Mobilizes γδ T-cells with a Surface Phenotype and Transcriptomic Profile Associated with Increased Effector Function

A single bout of cycling exercise mobilized lymphocytes to the blood compartment, increasing total numbers of all major lymphocyte subtypes (CD3^+^ T-cells, CD4^+^ T-cells, CD8^+^ T-cells, NK-cells, γδ T-cells; refs. 10, 37–39). Both Vδ2+ and Vδ1+ T-cells made up a larger proportion of CD3^+^ T-cells during the EX (Table 1). Our flow cytometric panel was designed to detect exercise-induced changes among circulating Vδ2+ and Vδ1+ T-cells for markers associated with activation, inhibition, homing, and exhaustion. Exercise increased the percentage of Vδ2+ and Vδ1+ T-cells expressing CD56 and 2B4 (Fig. 1A). While the percentage of NKG2D+ and CD16+ and mean fluorescence intensity (MFI) of DNAM-1, CXCR3, and CCR5 were also elevated among the exercise-mobilized Vδ2+ T-cells (Fig. 1A; Supplementary Fig. S1). Exercise reduced the percentage of PD-1+, CXCR3+, and CCR7+ cells among the Vδ1+, while the MFI of NKG2A was decreased among the Vδ2+ T-cells (Fig. 1A; Supplementary Fig. S1). Vδ1+ and Vδ2+ T-cell expression of NKG2C, TRAIL, Fas Ligand (FasL), CD272, and CD161 was unaffected by exercise (Fig. 1A; Supplementary Fig. S1). To understand if exercise altered gene transcription among γδ T-cells in blood, we identified pan γδ T-cells by scRNA-seq using the Azimuth map for human PBMCs before quantifying differentially expressed genes (DEG) and performing GSEA on the γδ T-cell cluster, which we annotated to GO and KEGG terms (*n* = 3; Fig. 1B and C). The top 15 pathways upregulated and downregulated in response to exercise are shown. Notable enriched gene sets among γδ T-cells mobilized by exercise include “G protein–coupled receptor signaling,” “citrate cycle (tricarboxylic cycle),” “cell adhesion,” “neuroactive ligand–receptor interaction,” “chemotaxis,” and “NK cell–mediated cytotoxicity” (Fig. 1D). Collectively, these findings indicate that exercise mobilizes γδ T-cells with a surface protein phenotype and transcriptomic profile associated with increased effector functions, including those related to cytotoxicity, migration, activation, and signaling.

**TABLE 1:** The effect of acute exercise on lymphocyte subsets

	REST	EX	*t* or *z* score	*P*-value
Lymphocytes				
cells/µL	1,586 ± 464	3,233 ± 1,112****	*t* = 7.327	<0.0001
CD3^+^ T-cells				
cells/µL	1,204 ± 385	1,877 ± 642*	*t* = 6.319	0.004
of Lymphocytes (%)	72.9 ± 5.2	57 ± 5.7****	*t* = 11.11	<0.0001
CD4^+^ T-cells				
cells/µL	745 ± 220	955 ± 296*	*t* = 5.162	0.0013
of Lymphocytes (%)	45.4 ± 5	30.8 ± 5.4*	*t* = 14.72	<0.0001
of CD3^+^ T-cells (%)	62.3 ± 4.9	53.9 ± 7.2***	*t* = 7.275	0.0010
CD8^+^ T-cells				
cells/µL	369 ± 126	673 ± 275*	*t* = 5.312	0.0011
of Lymphocytes (%)	22.2 ± 2.8	20 ± 3*	*t* = 2.476	0.0425
of CD3^+^ T-cells (%)	30.5 ± 3.4	35.2 ± 5**	*t* = 4.658	0.0020
γδ T-cells				
cells/µL	86 ± 77	225 ± 183**	*t* = 3.534	0.0095
of Lymphocytes (%)	4.9 ± 3	6.7 ± 3.7**	*t* = 3.654	0.0081
of CD3^+^ T-cells (%)	6.8 ± 4	11 ± 6.3**	*t* = 3.955	0.0055
Vδ2+ T-cells				
cells/µL	76 ± 74	181 ± 177*	*t* = 2.851	0.0247
of Lymphocytes (%)	4.3 ± 3.1	5.4 ± 3.9*	*t* = 2.796	0.0267
of CD3^+^ T-cells (%)	6 ± 4.2	9.1 ± 6.7*	*t* = 3.125	0.0167
Vδ1+ T-cells				
cells/µL	5 ± 8	29 ± 62**	*z* = 2.521	0.0120
of Lymphocytes (%)	0.3 ± 0.6	0.8 ± 1.7*	*z* = 2.100	0.0360
of CD3^+^ T-cells (%)	0.6 ± 0.7	1.9 ± 2.5*	*z* = 2.521	0.0120
NK-Cells				
cells/µL	188 ± 79	928 ± 426***	*t* = 5.797	0.0007
of Lymphocytes (%)	11.1 ± 3.2	26.6 ± 6****	*t* = 11.14	<0.0001

NOTE: The absolute number and percentage of lymphocytes and lymphocyte subsets before (REST) and during exercise (EX). Depending on the statistical test used a t-score or z-score is reported, respectively. Data are mean ± SD (*n* = 8). Statistical differences from REST are indicated by *, *P* > 0.05; **, *P* > 0.01; ***, *P* > 0.001; ****, *P* > 0.0001.

**FIGURE 1:**
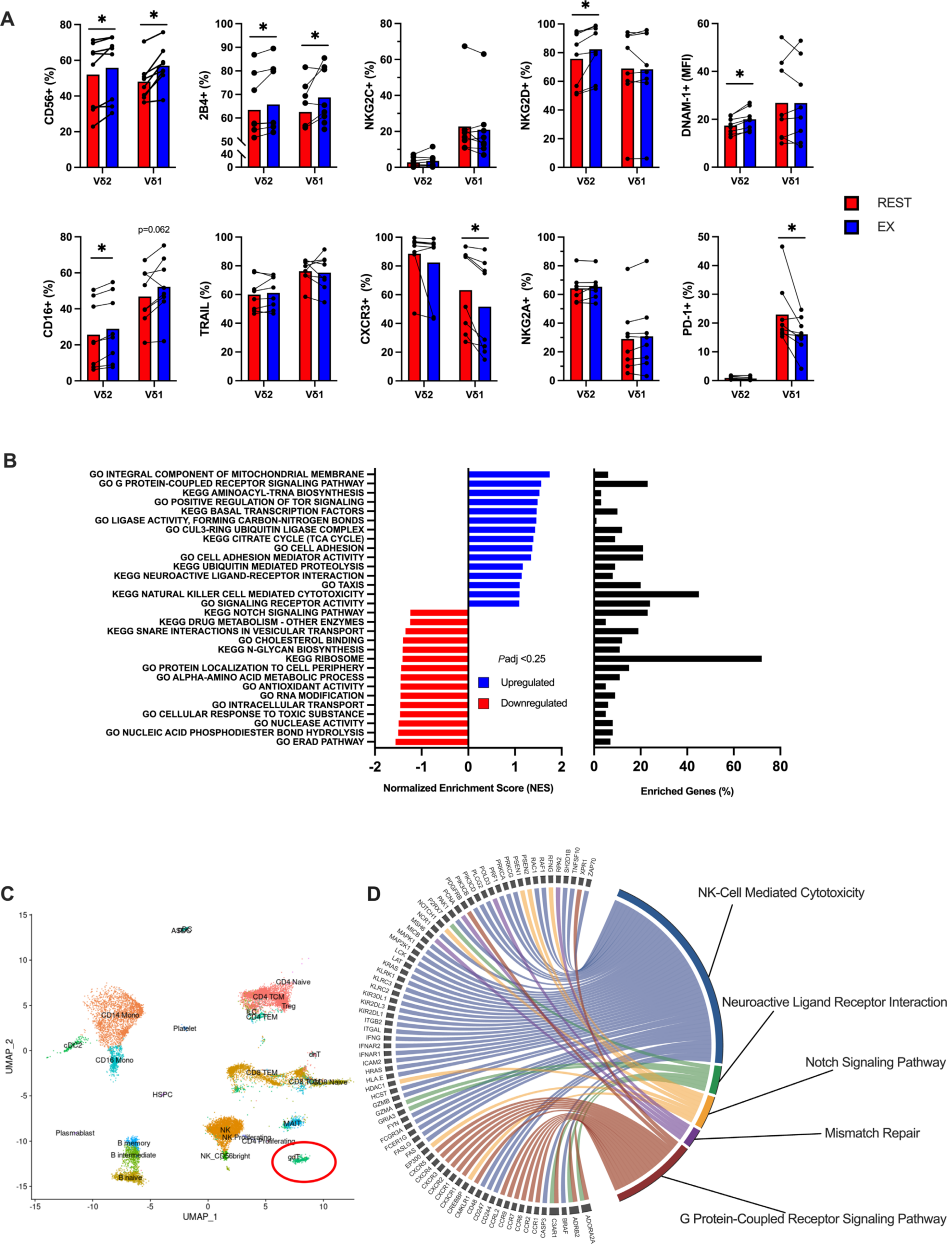
Exercise preferentially mobilizes γδ T-cells with phenotypic and transcriptomic profiles associated with anti-tumor immunity. **A,** The percentage or MFI of activating, inhibitory, and chemokine receptors among Vδ2+ and Vδ1+ T-cells before (REST) and during (EX) acute exercise (*n* = 8). Significance is indicated by * (*P* < 0.05). **B,** GSEA performed using KEGG and GO terms showing enriched pathways on exercise mobilized γδ T-cells (*n* = 3). Graphs show enriched upregulated (blue) and downregulated (red) pathways as well as the percentage of DEGs contributing to each mechanism. Statistical significance set as FDR ≤ 0.25. **C,** Azimuth map for human PBMCs showing the 26 clusters identified by scRNA-seq at rest; γδ T-cells mapping is circled in red. (*n* = 3). **D,** Chord diagram displaying the leading-edge genes driving the enrichment of terms associated with cytotoxicity and anti-tumor signaling in γδ T-cells (*n* = 3). Data are represented as mean; *, *P* < 0.05, Students two-tailed paired *t* test (A); * ≤0.25, FDR (B).

### Acute Exercise Augments the *Ex Vivo* Expansion and Antileukemic Activity of Vγ9Vδ2+ T-cells *In Vitro* and *In Vivo*

We showed previously that exercise augmented the *ex vivo* expansion of Vγ9Vδ2+ T-cells and increased their ability to kill K562, U266, and 221.AEH target cells *in vitro* (10). Here, we added an additional lymphoma cell line (Daudi) and determined whether ZOL sensitization would enhance the antileukemic effects of the Vγ9Vδ2+ T-cells expanded after exercise (Fig. 2A). Exercise increased the total number of Vγ9Vδ2+ T-cells expanded over 14 days, even after adjusting for Vγ9Vδ2+ T-cell numbers among the stimulated PBMC fractions at day 0 (Fig. 2B). The purity (∼90% γδ T-cells) and subset [naïve, central memory (CM), effector memory (EM), effector memory RA (EMRA)] composition of the expanded products was not altered by exercise (Fig. 2B). However, the Vγ9Vδ2+ T-cells expanded after exercise have significantly enhanced cytotoxicity against K562, Daudi and U266 target cells *in vitro* both with and without ZOL sensitization, indicating that Vγ9Vδ2+ T-cells expanded from exercise-mobilized cells have enhanced anti-tumor activity against multiple hematologic cancer cell lines (Fig. 2C). To determine whether Vγ9Vδ2+ T-cells expanded after exercise would persist and control leukemic growth *in vivo*, we engrafted irradiated NSG(Tg)-IL15 mice with a luciferase tagged K562 cells (1 × 10^6^), and, the following day, injected a vehicle control (saline) or Vγ9Vδ2+ T-cells (10 × 10^6^) expanded from resting or exercise-mobilized PBMCs (Fig. 2A). Half of the mice in each group received weekly injections of ZOL starting on day+ 2 and all mice were monitored for up to 40 days. Mice were removed if their BW dropped by 20% or more, or if they presented with a morbidity score ≥8. BLI performed 2x/week revealed significantly lower tumor burden (photons/second) in mice receiving Vγ9Vδ2+ T-cells expanded after exercise when combined with ZOL (Fig. 2D and E). TFS (BLI score > baseline) and OS was significantly greater in mice receiving Vγ9Vδ2+ T-cells expanded after exercise with ZOL compared with all other groups (Fig. 2D). Collectively, these findings indicate that exercise mobilizes Vγ9Vδ2+ T-cells to blood which when expanded *ex vivo* have enhanced anti-tumor activity both *in vitro* and *in vivo*.

**FIGURE 2:**
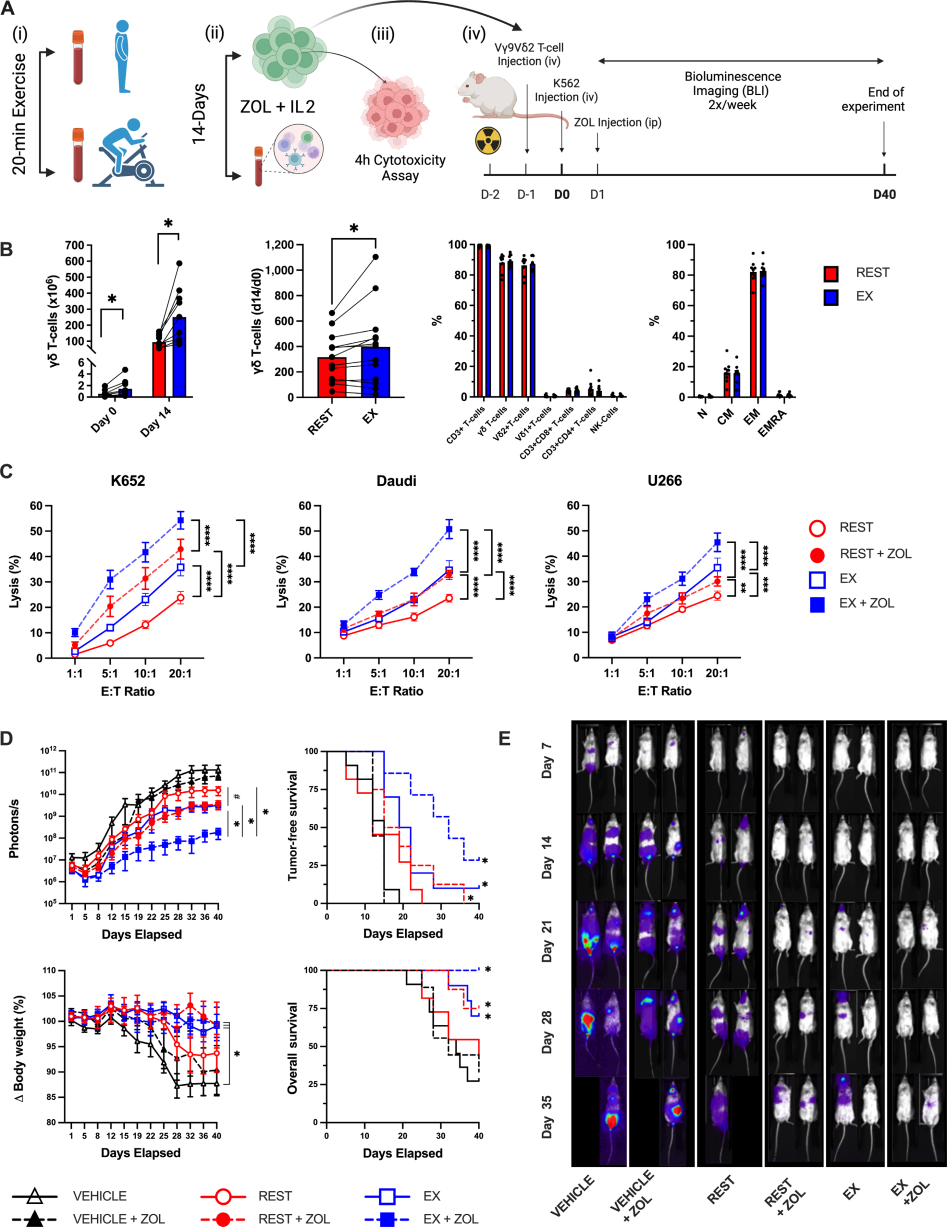
Acute exercise enhances the antileukemic activity of *ex vivo* expanded Vγ9Vδ2+ T-cells *in vitro* and *in vivo*. **A,** Schematic of the experimental design for *in vitro* and *in vivo* experiments. **B,** The total number (1 × 10^6^) of Vγ9Vδ2+ cells isolated before (REST) and during the final 5 minutes of exercise (EX) at day 0, and the total number of Vγ9Vδ2+ T-cells generated in the expanded cell products after stimulation with ZOL+IL2 for 14 days. The number of Vγ9Vδ2+ cells generated at day 14 relative to the number of γδ cells in the PBMC fractions at day 0. The cellular composition of the expanded Vγ9Vδ2+ T-cell products at day 14. The proportions of naïve (N), CM, EM, and CD45RA+ EMRA cells among Vγ9Vδ2+ T-cells after 14 days of expansion (*n* = 10). **C,** The *in vitro* anti-tumor activity of *ex vivo* expanded Vγ9Vδ2+ T-cells against K562, Daudi, and U266 with and without ZOL sensitization. Target cells were exposed to 5 µmol/L of ZOL for 20 hours and cytotoxicity of Vγ9Vδ2+ cells was assessed via flow cytometry–based assays. **D,** To determine the *in vivo* GvL effect of exercise expanded Vγ9Vδ2+, NSG-IL15 mice were injected with REST or EX expanded Vγ9Vδ2+ (10 × 10^6^) and challenged with 1 × 10^6^ luciferase tagged human chronic myeloid leukemia cells (K562-luc). A subset of mice in each group were also provided weekly injections of ZOL (REST+ZOL; EX+ZOL; VEHICLE +ZOL). The BLI (photons/second) scores, TFS, change in BW, and overall probability of survival (OS) after injection of expanded Vγ9Vδ2+ T-cells with or without ZOL sensitization (*n* = 8–11/group**)**. BLI significant difference from EX+ZOL and EX conditions indicated by * and ^#^, respectively (all conditions were significantly different from vehicle controls). TFS, BW, and OS significant difference from vehicle controls were indicated by *. **E,** Representative bioluminescence images of leukemia-bearing mice that received (from left to right) vehicle, vehicle + ZOL, REST expanded Vγ9Vδ2+ T-cells, REST expanded Vγ9Vδ2+ T-cells + ZOL, EX expanded Vγ9Vδ2+ T-cells, and EX expanded Vγ9Vδ2+ T-cells + ZOL. BLI intensity on a scale from low (purple) to high (red). Data are represented as mean ± SEM; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001 by Student two-tailed paired *t* test (B); repeated measures two-way ANOVA or LMM with Bonferroni *post hoc* test (C–D); log-rank (Mantel–Cox) test (D).

### β2 but not β1-AR Activation is Responsible for Mobilizing Vγ9Vδ2+ T-cells to Blood and Augmenting Their Cytotoxic Activity Following *Ex Vivo* Expansion

To determine the role of β1- and β2-AR signaling on the exercise effects, we first administered a placebo, a selective β1-AR antagonist (10 mg bisoprolol), or a nonselective β1+β2-AR antagonist (80 mg, nadolol) to healthy participants 3 hours prior to exercise. The three exercise trials were performed in a double-blind randomized cross-over design with each subject acting as his/her own control. A 7-day wash out period was interspersed between each 20-minute exercise trial and blood was collected before and during the last 5 minutes of exercise. Absolute cycling power (watts) was controlled across all three exercise trials. Bisoprolol and nadolol did not affect exercising oxygen uptake or plasma catecholamines (epinephrine and norepinephrine) but did lower exercising heart rate and systolic blood pressure by a similar extent compared with placebo (Fig. 3A). This indicates that hemodynamic forces (e.g., shear stress), which can also mobilize lymphocytes to the circulation, was similar between the bisoprolol and nadolol trials (6). Nadolol but not bisoprolol significantly blunted both the mobilization and *ex vivo* expansion of Vγ9Vδ2+ T-cells in response to exercise, revealing that the exercise effects are dependent on β2-AR but not β1-AR activation (Fig. 3B and C). We next aimed to determine whether systemic β-AR activation in the absence of exercise could also mobilize and increase the function of expanded Vγ9Vδ2+ T-cells. To do this, we infused healthy participants (*n* = 7) with the synthetic β1+β2-AR agonist, ISO (50 ng/kg/minute) continuously for 20 minutes under resting conditions (participants remained supine during the infusion; Fig. 4A). Blood was collected before and during the last 5 minutes of infusion. Like exercise, ISO mobilized Vγ9Vδ2+ T-cells to blood and increased the total number of Vγ9Vδ2+ T-cell expanded with ZOL+IL2 over 14 days (Fig. 4B). Contrary to exercise, the numbers of Vγ9Vδ2+ T-cells expanded at day 14 was proportional to the numbers of Vγ9Vδ2+ T-cells in the PBMC fractions stimulated at day 0 (Fig. 4B). However, like exercise, Vγ9Vδ2+ T-cells expanded from cells collected during ISO infusion were still superior at killing K562, Daudi and U266 target cells *in vitro* (Fig. 4C). We then tested whether Vγ9Vδ2+ T-cells expanded after ISO infusion would also exert better control of leukemic growth *in vivo*. Using the same NSG(Tg)IL15 mouse model for the previously described exercise trials, we observed significantly lower tumor burden (photons/second) in mice receiving Vγ9Vδ2+ T-cells expanded after ISO infusion when combined with ZOL (Fig. 4D and E). Similar to exercise, TFS (BLI score > baseline) and OS was significantly greater in mice receiving Vγ9Vδ2+ T-cells expanded after ISO infusion with ZOL compared with all other groups (Fig. 4D). Collectively, these findings indicate that β2 but not β1-AR activation is required to mobilize Vγ9Vδ2+ T-cells to blood that can be expanded into a superior product with enhanced cytotoxic activity against human hematologic malignancies.

**FIGURE 3:**
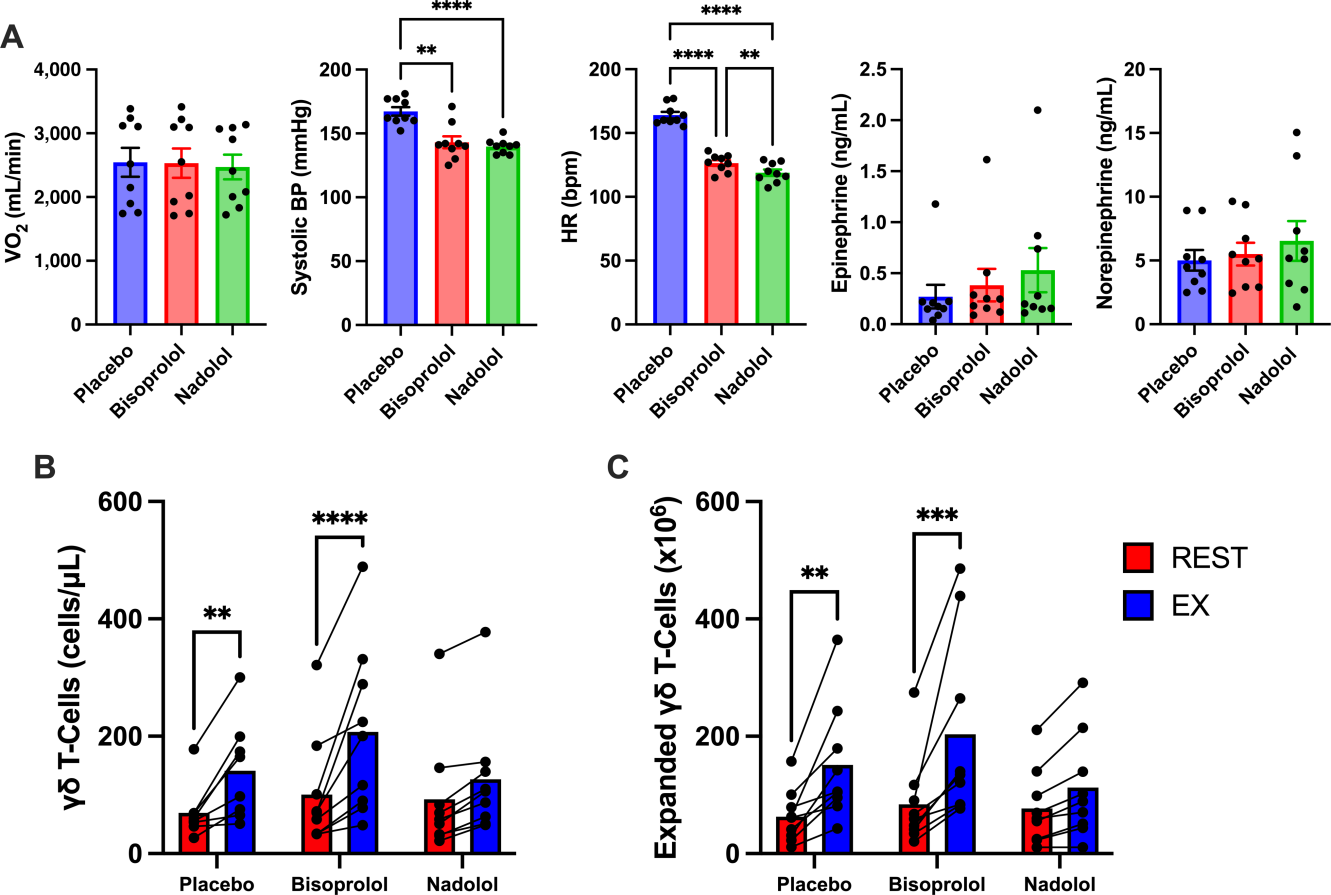
Blockade of β_2_-AR blunts the mobilization and expansion of Vγ9Vδ2+ T-cells. **A,** The physiologic effects of a placebo, β1-AR antagonist (10 mg bisoprolol), or a nonselective β1+β2 antagonist (80 mg, nadolol) on VO_2_ (mL/minute), systolic blood pressure (mmHg), HR (bpm), epinephrine (ng/mL), and norepinephrine (ng/mL) during the last minutes of acute exercise (*n* = 9). The effects of a placebo, β1-AR antagonist, or a nonselective β1+β2 antagonist on the total number of Vγ9Vδ2+ T-cells mobilized with exercise (**B**) and the *ex vivo* expansion of Vγ9Vδ2+ T-cells after 14 days with ZOL+IL2 (*n* = 9; **C**). Data are represented as mean ± SEM; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001 by repeated measures one-way ANOVA with Bonferroni *post hoc* test.

**FIGURE 4:**
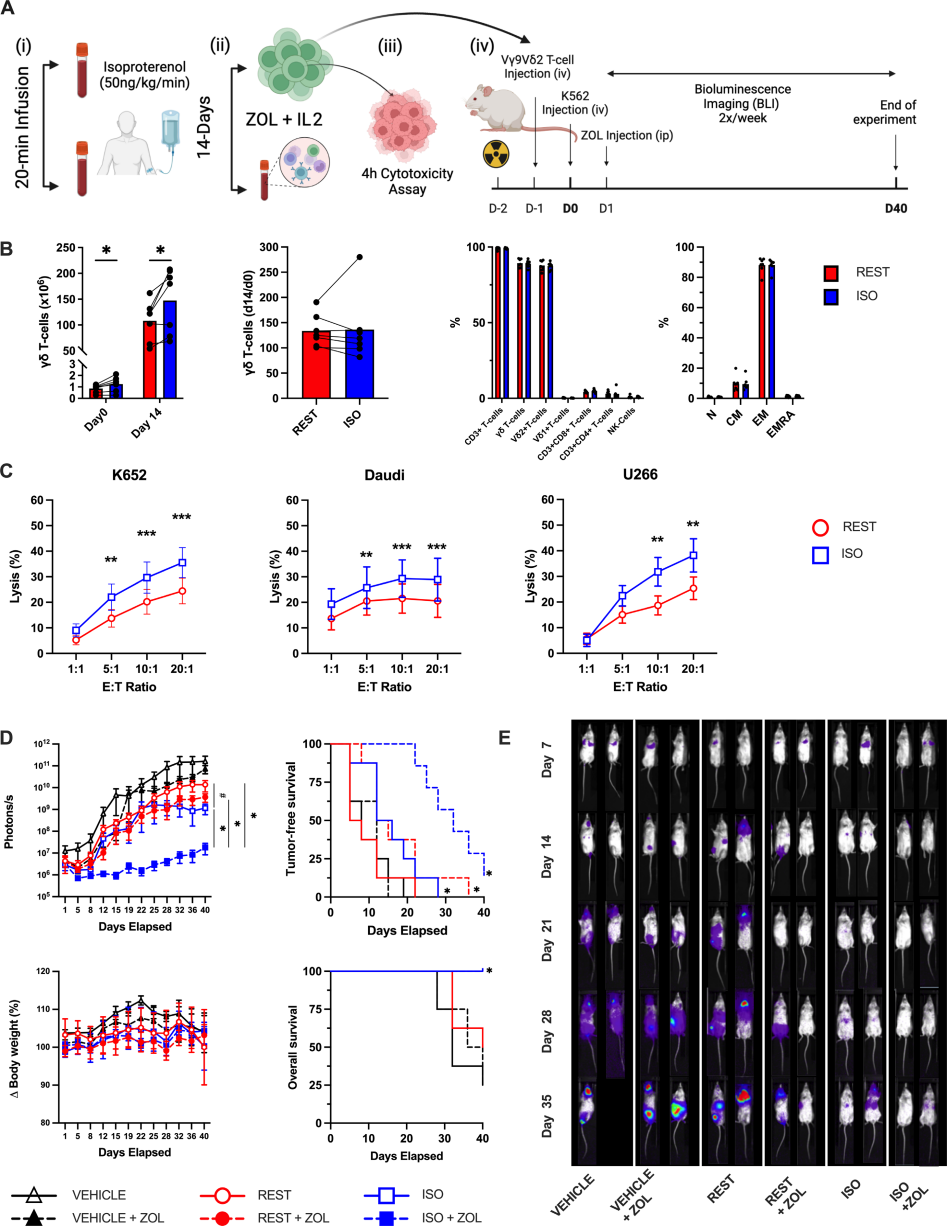
ISO infusion enhances the antileukemic activity of *ex vivo expanded* Vγ9Vδ2+ T-cells *in vitro* and *in vivo*. **A,** Schematic of the experimental design for *in vitro* and *in vivo* experiments. **B,** The total number (1 × 10^6^) of Vγ9Vδ2+ cells isolated before (REST) and during the final 5 minutes of ISO infusion at day 0, and the total number of Vγ9Vδ2+ T-cells generated in the expanded cell products after stimulation with ZOL+IL2 for 14 days. The number of Vγ9Vδ2+ cells generated at day 14 relative to the number of γδ cells in the PBMC fractions at day 0. The cellular composition of the expanded Vγ9Vδ2+ T-cell products at day 14. The proportions of naïve (N), CM, EM, and CD45RA+ EMRA cells among Vγ9Vδ2+ T-cells after 14 days of expansion (*n* = 7). **C,** The *in vitro* anti-tumor activity of *ex vivo* expanded Vγ9Vδ2+ T-cells against K562, Daudi, and U266 cells via flow cytometry–based assays. Significance indicated by ** (*P* < 0.01) and *** (*P* < 0.001). **D,** To determine the *in vivo* GvL effect of ISO expanded Vγ9Vδ2+, NSG-IL15 mice were injected with REST or ISO expanded Vγ9Vδ2+ (10 × 10^6^) and challenged with 1 × 10^6^ luciferase tagged human chronic myeloid leukemia cells (K562-luc). A subset of mice in each group were also provided weekly injections of ZOL (REST+ZOL; ISO+ZOL; VEHICLE +ZOL). The BLI (photons/second) scores, TFS, change in BW, and probability of survival after injection of expanded Vγ9Vδ2+ T-cells with or without ZOL sensitization (*n* = 7–8/group**).** BLI significant difference from EX+ZOL and EX conditions indicated by * and ^#^, respectively (all conditions were significantly different from vehicle controls). TFS, BW, and OS significant difference from vehicle controls were indicated by * (TFS; EX, EX+ZOL, and REST+ZOL significance indicated by a single marker). **E,** Representative bioluminescence images of leukemia-bearing mice that received (from left to right) vehicle, vehicle + ZOL, REST expanded Vγ9Vδ2+ T-cells, REST expanded Vγ9Vδ2+ T-cells + ZOL, ISO expanded Vγ9Vδ2+ T-cells, and ISO expanded Vγ9Vδ2+ T-cells + ZOL. BLI intensity on a scale from low (purple) to high (red). Data are represented as mean ± SEM; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001 by Students two-tailed paired *t* test (B); Repeated measures two-way ANOVA or LMM with Bonferroni *post hoc* test (C–D); log-rank (Mantel–Cox) test (D).

### Exercise and ISO Infusion Evoke Similar Surface Phenotype and Transcriptomic Shifts Among *Ex Vivo* Expanded Vγ9Vδ2+ T-cells

To identify potential phenotypic determinants of the exercise/ISO effects, we performed extended flow cytometry and bulk RNA-seq of the Vγ9Vδ2+ T-cell products expanded after exercise and ISO infusion. 

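Bulk RNA-seq was performed on 8 libraries of Vγ9Vδ2+ T-cells that had been expanded for 14 days in culture media with 5 µmol/L of ZOL and 300 IU/mL of IL2. ZOL is a bisphosphonate that makes blood cells accumulate the phosphoantigens recognized by the Vγ9Vδ2 receptor, and IL2 sustains the growth of the activated cells. There were 2 libraries from blood collected at rest before exercise (REST before exercise), 2 from blood collected during exercise (EX), 2 from blood collected at rest before the infusion (REST before ISO) and 2 from blood collected during infusion of 50 ng/kg/minute of ISO for 20 minutes (ISO). Each EX or ISO library has a REST library of the same subject within its protocol. The authors deposited the number of reads counted on each of 60651 genes, without normalization. The columns carry the name of the gene count output of STAR, and the submitters' processing notes name the build hg38. The strand setting of the counting and the version of the gene annotation are not given in the sources used here. The total counts were 34683778 and 41568872 in the libraries of REST before exercise, 43871017 and 34981535 in EX, 40206369 and 38899300 in REST before ISO, and 31991994 and 35229070 in ISO. Counts were scaled by edgeR's TMM method, genes with too few counts were removed by its filterByExpr function, and a quasi-likelihood model with 1 mean for each of the 4 groups was fitted to the 15501 genes that remained. The KEGG and GO sets used by the authors were not used here. Lists of genes written by hand for the themes of Fig. 5B and Fig. 5C were tested with fgsea in their place, so that a normalized enrichment score (NES) below belongs to those lists. With 2 libraries per group, the spread between subjects rests on few values.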

Pairwise comparisons were made with Vγ9Vδ2+ T-cells expanded from resting blood samples. 

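No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was 0 for EX against REST before exercise, with 52 of 15501 genes at an unadjusted p under 0.05, and 0 for ISO against REST before ISO, with 97 genes. DESeq2 and limma-voom also called 0 genes in both comparisons, with 44 and 43 genes after exercise and 87 and 86 genes after ISO infusion at an unadjusted p under 0.05. The alternative that moved these counts most was to keep every gene with at least 1 count, which called 9 genes after exercise and 12 after ISO infusion. That alternative was not run on simulated counts, so its calls are uncertain. Of 15501 tests, 775 would reach an unadjusted p under 0.05 by chance, so these fits without a block were conservative. With the subject as a block in edgeR, 0 genes were called after exercise and 2 after ISO infusion, JCHAIN and MEF2C, both lower, which were named after their values had been seen. In counts simulated with no gene changed, the fit with the block called 2 genes for EX and 1 for ISO, and the fit without it 0 and 2. In counts simulated from these libraries with 200 changed genes, the same test of EX found 10% of the genes changed 2-fold and 86% of those changed 4-fold. The simulated libraries were independent, without the correlation within pairs seen here, so these rates are a guide to the fit and not its power in paired libraries. The smallest p-values after exercise belonged to RPL21P29, a processed pseudogene on chromosome 1, H2AC14, a histone gene on chromosome 6, and CEBPD on chromosome 8. The first pair has near-identical copies between which reads could have been split, so their values are uncertain. CEBPD was 14.8 ± 0.67 CPM (SD, n = 2) in REST before exercise and 24.5 ± 4.44 CPM in EX, a log2 fold change of 0.73 (standard error 0.21). After ISO infusion the smallest p-values belonged to MEF2C, PARM1 and WDFY4, with log2 fold changes of -1.54, -1.59 and -1.49. None of these 6 genes passed the adjustment in the fit without a block to the 15501 genes. MEF2C passed after ISO infusion with the subject as a block (adjusted p 0.0378 from edgeR). It also passed in the uncertain setting with every gene of at least 1 count kept (adjusted p 0.0192 from edgeR).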

Shifts in the surface phenotypes of Vγ9Vδ2+ T-cell expanded after exercise were strikingly similar to those expanded after ISO infusion (Fig. 5A). Surface expression of markers associated with cytotoxicity and migration such as CD56, TRAIL, DNAM-1, NKG2D, CXCR3, CCR5, and CD161 were significantly elevated among Vγ9Vδ2+ T-cells expanded after both exercise and ISO infusion (Fig. 5A). Conversely, NKG2A, a potent inhibitory receptor expressed by NK-cells and Vγ9Vδ2+ T-cells, was significantly lower after both exercise and ISO infusion (Fig. 5A). 

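In the comparison of EX with REST before exercise, the list of cAMP response genes (38 of 40 genes tested) had the highest NES, 2.28 (fgsea FDR 1.41e-05). The list of class I antigen processing and presentation genes had an NES of 1.84 (FDR 0.0122), and that of NK-cell cytotoxicity genes 1.45 (FDR 0.027). Cell adhesion genes and T-cell activation genes lay closer to the FDR threshold of 0.25, with FDRs of 0.166 and 0.143. These changes were small gene by gene. Median log2 fold changes were 0.16 for the cAMP list, 0.09 for class I antigen presentation, 0.04 for NK-cell cytotoxicity and 0.02 for both cell adhesion and T-cell activation, and no gene of the 5 lists passed an adjusted p of 0.05 from edgeR when adjusted over the list alone. T-cell activation turned to -0.88 and cell adhesion to -0.80, and cAMP response was 1.52, without both libraries of exercise subject 2, a setting chosen after the data had been seen. Leaving out the second EX library alone turned the cell adhesion list to an NES of -1.54 and left NK-cell cytotoxicity at 1.12 and T-cell activation at 1.00, neither past the threshold. Without the first EX library, cell adhesion was 1.99. Without the second library of REST before exercise, the cAMP list had an NES of 1.19 and T-cell activation 0.99, and without the first, class I antigen presentation had 1.12 and cell adhesion -1.03, none of them past the threshold. When the correlation between the genes of a list was estimated from the libraries with camera, 0 of the 19 lists passed after exercise. Among the leading class I genes were TAPBPL and ERAP2, with log2 fold changes of 0.41 and 0.35. KIR2DS4, KIR3DL1 and KIR3DL2 led the NK-cell list, and they too are near-identical members of 1 gene family. BCL10 and NFKBIB rose with FOS in the T-cell activation list, by 0.49 in each of the first pair, and ITGAL, ITGB2 and SDC3 led the adhesion list.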

Bulk RNA-seq revealed several enriched gene sets among Vγ9Vδ2+ T-cells expanded after exercise including those related to “NK-cell mediated cytotoxicity,” “cell adhesion,” “T-cell activation,” “cAMP response,” and “antigen processing and presentation” (Fig. 5B). 

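After ISO infusion, the list of nuclear-encoded oxidative phosphorylation genes (76 genes tested) had an NES of 2.74 (fgsea FDR 2.52e-13) and a median log2 fold change of 0.16 over REST before ISO. Its leading genes were UQCR10, NDUFA3 and COX5A, at log2 fold changes of 0.48, 0.53 and 0.35 with standard errors of 0.20, 0.30 and 0.20. The NES was 1.30 without the first library of REST before ISO. The membrane targeting list, which holds mainly ribosomal protein genes, had an NES of 1.65 (FDR 0.00178). That value was -2.59 without the first library of REST before ISO, 3.48 without the second, 2.69 without the first ISO library and -1.14 without the second. Each of these fits sets 1 subject against both, so a difference between subjects can turn the sign. Without both libraries of ISO subject 1, a setting chosen after the data had been seen, the NES was -0.90. The median log2 fold change of the list was 0.31 in ISO subject 1 and -0.02 in ISO subject 2. NK-cell cytotoxicity genes had an NES of 2.03 (FDR 1.77e-06), which became -1.08 without the first ISO library and 1.10 without the second library of REST before ISO. These fits also set 1 subject against both. Without both libraries of ISO subject 1 or 2, settings chosen after the data had been seen, the NK-cell NES was 1.64 or 1.79. With the subject as a block it was 2.13. GZMB, HCST and NCR3 led that list, and 50.1% of the exon bases of HCST lie in exons of another gene on the opposite strand. Class I antigen presentation genes had an NES of 2.44 (FDR 1.77e-06), with HLA-C and HLA-F among the leading genes, paralogs between which reads could have been split, and its NES was 1.404 without the first ISO library. The proteasome list, led by PSMB1, PSMB3 and PSMD13, had an NES of 2.18 (FDR 8.63e-05), which was -0.42 without the first ISO library and 1.05 without the second library of REST before ISO. The cytokine list was not past the threshold (NES 0.82, FDR 0.791), with LTB, TGFB1 and TNFSF12 as its leading members, the last with 33.2% of its exon bases in exons of other genes. It passed at 2.16 without the first library of REST before ISO and at 1.89 without the second ISO library, and in the opposite direction at -2.29 without the first ISO library. With a correlation estimated by camera, 1 of the 19 lists passed after ISO infusion, the B-cell genes, at an FDR of 0.231.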

Among Vγ9Vδ2+ T-cells expanded after ISO infusion was an enrichment of gene sets related to “membrane protein targeting,” “oxidative metabolism,” “NK-cell mediated immunity,” “immune responses to tumor cell,” and “cytokine signaling” (Fig. 5C). Collectively, these findings indicate that exercise promotes the mobilization of Vγ9Vδ2+ T-cells that can be expanded into a cell product with a surface phenotype and transcriptomic profile associated with enhanced effector functions, and that the exercise effects can be replicated with systemic β2-AR activation *in vivo*.

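The difference between the exercise and ISO effects was tested directly, as the EX change minus the ISO change. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (0 of 15501, with 35 at an unadjusted p under 0.05), nor in DESeq2 (0, with 23) or limma-voom (0, with 34). Among the gene lists, 11 of 19 differed at an FDR under 0.25 in fgsea. Oxidative phosphorylation (NES -2.86, median log2 difference -0.28) and membrane targeting (NES -2.70, median -0.33) had a lower change after exercise than after ISO infusion, and cAMP response (NES 2.31, median 0.26) and B-cell genes (NES 2.19, median 0.65) a higher one. B-cell genes fell after both, and less after exercise. NK-cell cytotoxicity, cell adhesion and T-cell activation did not pass on the difference, with NES of -1.005, -0.82 and 1.04. These lists also changed when a single library was left out, which sets 1 subject against both in that protocol. NK-cell cytotoxicity passed without the second library of REST before exercise (-1.24) and without the first library of REST before ISO (-1.67) or the second ISO library (-1.498). Cell adhesion passed without the first EX library (1.32), the first ISO library (1.49) or the second library of REST before exercise (1.52), and in the opposite direction without the second EX library (-1.75), the first library of REST before ISO (-1.34) or the second ISO library (-1.37). T-cell activation passed without the first library of REST before exercise (1.34), the first ISO library (1.36) or the second library of REST before ISO (1.58), and in the opposite direction without the first library of REST before ISO (-1.37) or the second ISO library (-1.25). Without both libraries of exercise subject 2, a setting chosen after the data had been seen, the NES on the difference was -0.99 for oxidative phosphorylation and 1.27 for membrane targeting. Without the first library of REST before ISO, the cAMP list had an NES on the difference of -1.44 and membrane targeting -0.54. Without the second library of REST before exercise these were 1.53 and -1.19. Membrane targeting was -1.69 without the second EX library and -1.55 without the second ISO library, and oxidative phosphorylation -1.79 without the second EX library. The B-cell list no longer passed without the first EX library (1.32) or the first ISO library (1.22). In the paper's reading of the gene sets and surface receptors in Fig. 5, exercise promotes mobilization of Vγ9Vδ2+ T-cells that can be grown further. Their expanded product is said to have a profile associated with enhanced effector functions.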

**FIGURE 5:**
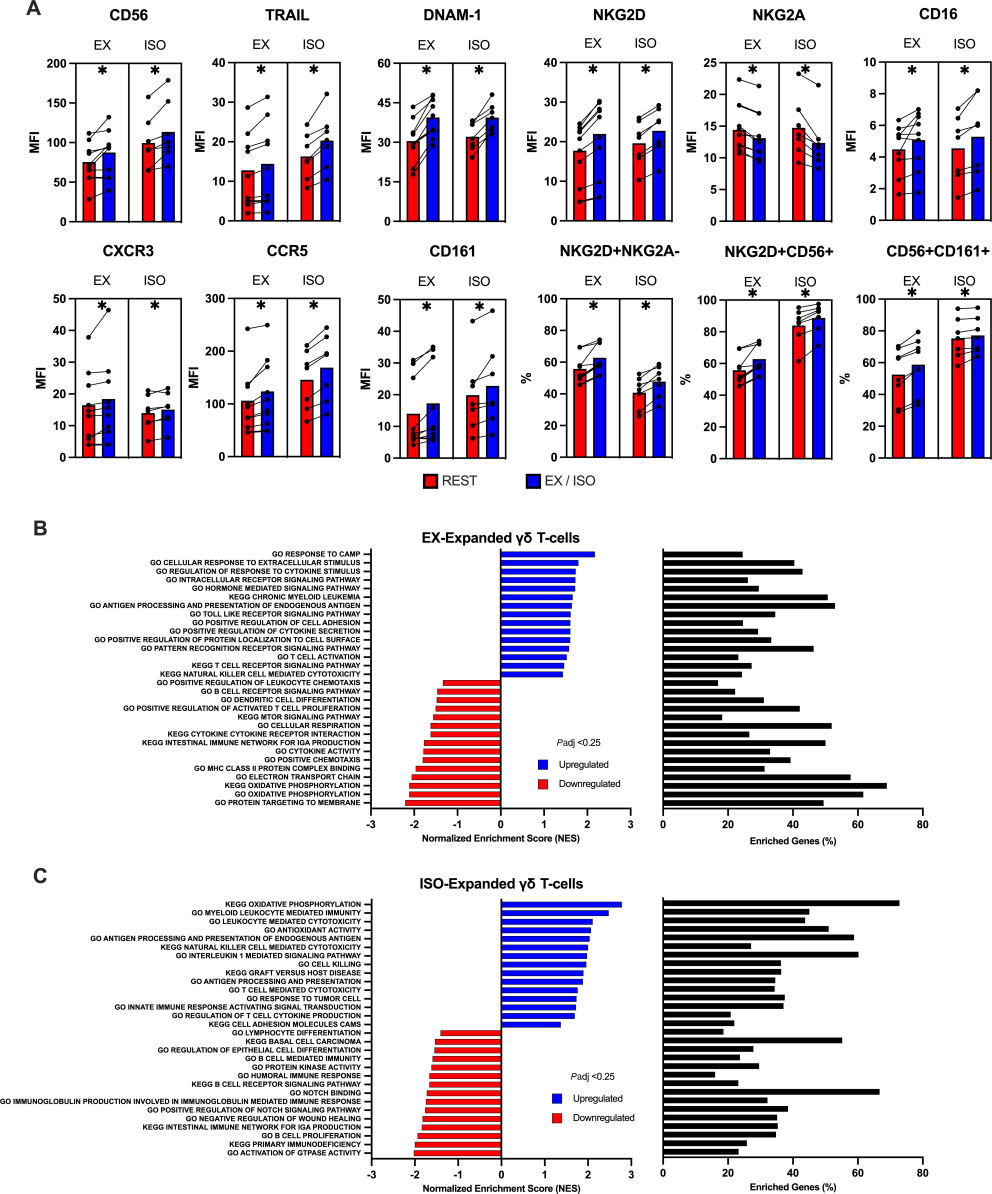
Systemic β-AR activation through either acute exercise or ISO infusion evoke similar transcriptomic and surface phenotype shifts among *ex vivo* expanded Vγ9Vδ2+ T-cells. **A,** The percentage of activating, inhibitory, and chemokine receptors among expanded Vγ9Vδ2+ T-cells before (REST) and during (EX) exercise or ISO infusion. (*n* = 8). Statistical significance set as *, *P* < 0.05. GSEA performed using KEGG and GO terms showing enriched pathways on expanded Vγ9Vδ2+ T-cells that were expanded after (**B**) exercise or (**C**) ISO infusion. Graphs show enriched upregulated (blue) and downregulated (red) pathways as well as the percentage of DEGs contributing to each mechanism. Statistical significance set as FDR ≤ 0.25. Data are represented as mean.

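Over the 15501 genes tested, log2 fold changes after exercise and after ISO infusion, each the mean of 2 subjects on the log2(CPM + 1) scale, had a Pearson correlation of 0.04 and a Spearman correlation of -0.04. These are correlations across genes, and genes are not independent replicates. Leaving out each library in turn gave Pearson values from -0.16 to 0.27, and the highest value came without the second library of REST before exercise. The sign turned without the first library of REST before exercise (-0.15), the first ISO library (-0.12), the second EX library (-0.0131) or the second library of REST before ISO (-0.16). A smaller pseudocount and the fold changes of the edgeR fit gave 0.0996 and 0.0986. Between single subjects, the correlation was -0.04 for the 2 exercise subjects and 0.22 for the 2 ISO subjects. Across protocols it was 0.26 and 0.15 for exercise subject 1 with ISO subjects 1 and 2, and -0.21 and 0.03 for exercise subject 2 with them. With the trend on GC content and length removed, these 4 values were 0.14, 0.18, -0.07 and -0.0085, and those within exercise and within ISO -0.0044 and 0.12. Subjects of 1 protocol were thus not clearly more alike than subjects of different protocols. The value of 0.04 therefore cannot test whether exercise and ISO infusion act alike. One sentence of the methods speaks of the same participants for exercise and ISO infusion, while another counts the participants of each trial separately. Whether the subject numbers match across protocols is not stated, and the pairs were treated as separate; deviations from the group means of libraries with the same number correlated at 0.18 to 0.33 across protocols. The exercise and ISO comparisons use different REST libraries, so no control is shared between them.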

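Within each subject, the genes of a list were compared between the EX or ISO library and its own REST library. Class I antigen presentation genes had a positive median log2 fold change in each of the 4 pairs, between 0.11 and 0.29, as did NK-cell cytotoxicity genes, between 0.01 and 0.07. The NK-cell median was -0.06 in exercise subject 1 when libraries were scaled by their totals without TMM, a setting chosen after the data had been seen, under which the median of all genes in that pair was -0.07, so the list stayed close to it; with DESeq2's size factors, or without ribosomal protein and mitochondrial genes in the library sizes, all of these medians kept their sign. B-cell genes had a negative median in all 4 pairs, between -1.01 and -0.19. Other lists split by subject. The median for oxidative phosphorylation was 0.14 in exercise subject 1, -0.33 in exercise subject 2, 0.26 in ISO subject 1 and 0.03 in ISO subject 2. For membrane targeting the medians were 0.17, -0.59, 0.31 and -0.02 in the same order. The cAMP response list was 0.11 and 0.16 in the exercise subjects, -0.19 in ISO subject 1 and 0.05 in ISO subject 2.

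**Figure D1:**
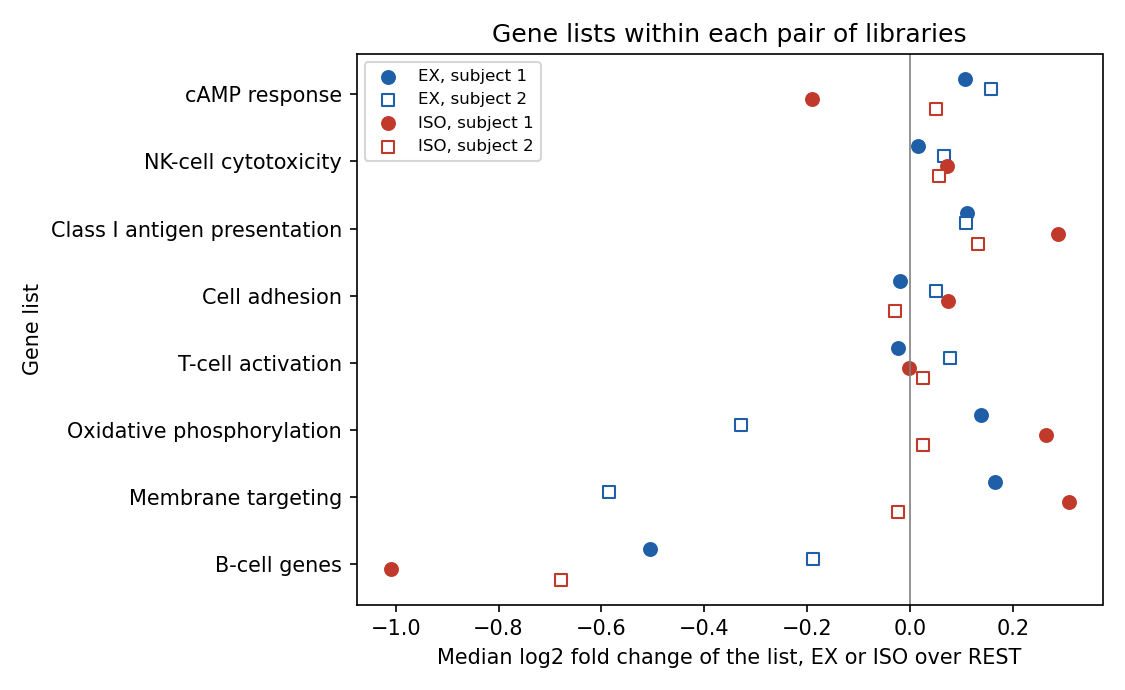
Median log2 fold change of 8 gene lists (horizontal axis, log2 units) in each of the 4 pairs of libraries, EX or ISO over the REST library of the same subject. Each point is 1 pair, with EX in blue, ISO in red, subject 1 as filled circles and subject 2 as open squares; the oxidative phosphorylation and membrane targeting points of exercise subject 2 lie at -0.33 and -0.59, left of those of the other 3 pairs.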

### Exercise Arms Expanded Vγ9Vδ2+ T-cells with DNAM-1 to Increase Cytolysis of K562 via PVR and Nectin-2

Our next step was to determine whether phenotypic shifts among the Vγ9Vδ2+ T-cells expanded after exercise were responsible for their enhanced cytotoxic activity (Fig. 6A). We showed previously that an upregulation of NKG2D on Vγ9Vδ2+ T-cells expanded after exercise played a mechanistic role in improved killing of the U266 multiple myeloma cell line, but not against the K562 chronic myeloid leukemia cell line (10). This was most likely due to K562-expressing lower levels of the NKG2D ligands ULBP-1 and ULBP-3 (Fig. 6B). We screened K562 cells for ligands of known activating and inhibitory receptors expressed by Vγ9Vδ2+ T-cells (Fig. 6B). We found that they expressed ligands for DNAM-1 in PVR and Nectin-2, and for TRAIL in TRAIL-R1 and TRAIL-R2 (Fig. 6B). We, therefore, identified DNAM-1 and/or TRAIL upregulation as a potential mechanism for the enhanced antileukemic effects of Vγ9Vδ2+ T-cells expanded after exercise. Vγ9Vδ2+ T-cells expanded after rest and exercise were cocultured with K562 cells with an anti-DNAM-1 antibody or isotype control for 4 hours (*n* = 3). DNAM-1 blockade not only lowered K562 killing, but also abrogated the enhanced cytotoxic effects seen with exercise-expanded Vγ9Vδ2+ T-cells (Fig. 6C). Furthermore, blocking the DNAM-1 ligands PVR and Nectin-2 expressed on the K562 cells similarly reduced K562 killing and abrogated the exercise effects (Fig. 6C). In a similar approach, blocking TRAIL was found to reduce K562 killing but the cytotoxic effects of exercise-expanded Vγ9Vδ2+ T-cells was still enhanced, indicating that the upregulation of TRAIL on Vγ9Vδ2+ T-cells expanded after exercise is not mechanistically involved in the enhanced cytotoxic effects against K562 (Fig. 6D). As expected, therefore, blocking TRAIL ligands (R1 and R2) on K562 cells did not alter the exercise effects (Fig. 6D). Antibody blocking the γδ-TCR and depleting perforin with CMA confirmed that the expanded Vγ9Vδ2+ T-cells exert their cytotoxic effects via activation of the γδ-TCR and release of cytolytic granules (Supplementary Fig. S2). These findings indicate that exercise upregulates DNAM-1 expression on *ex vivo* expanded Vγ9Vδ2+ T-cells, allowing them to exert greater cytotoxic effects against K562 via PVR and Nectin-2.

**FIGURE 6:**
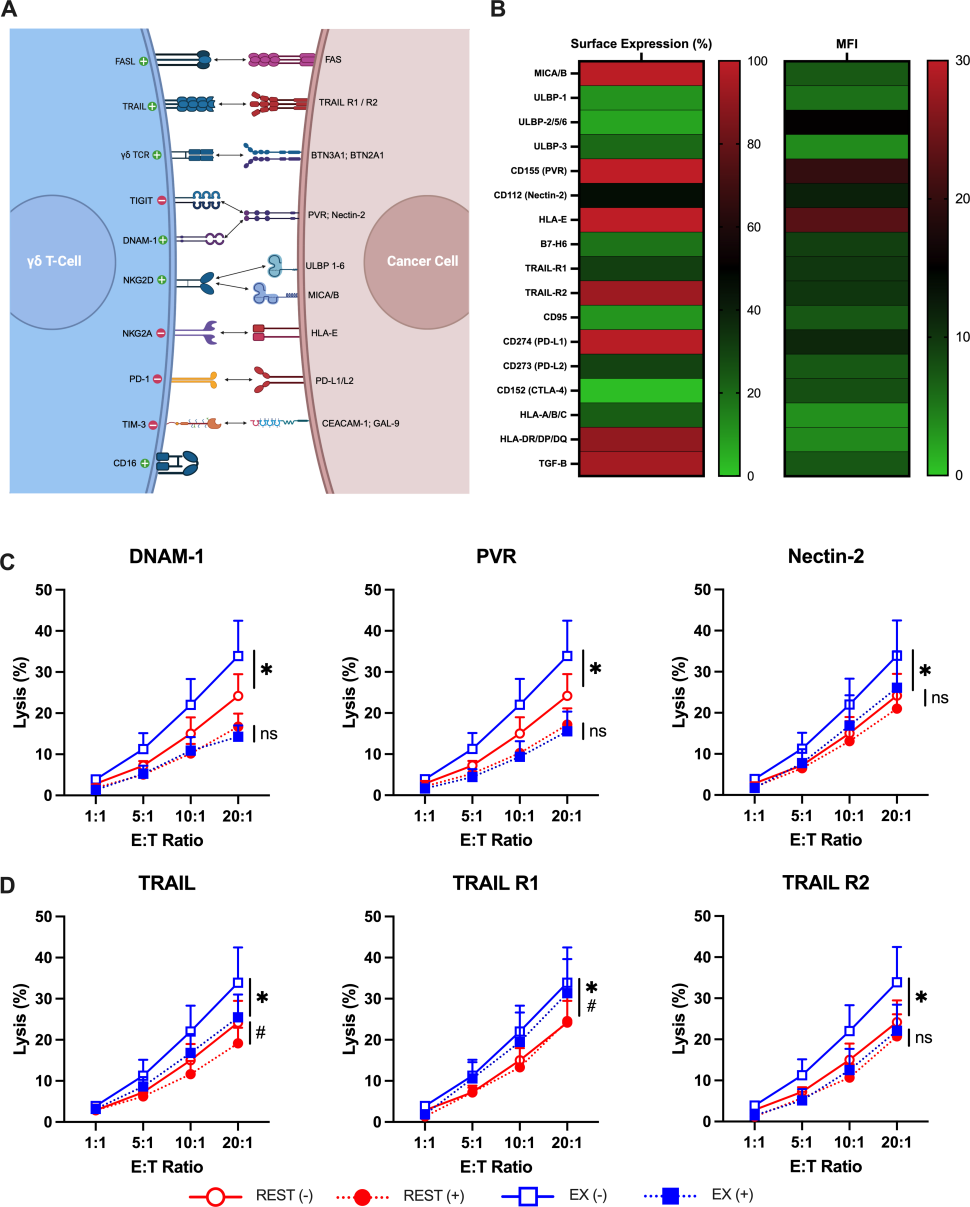
Interactions between DNAM-1 and PVR/Nectin-2 enhances the antileukemic activity of exercise expanded Vγ9Vδ2+ T-cells. **A,** Illustration of the receptors expressed on Vγ9Vδ2+ T-cells and their corresponding ligands expressed on cancer cells. **B,** Heat map of the surface expression and MFI of ligands and receptors on K562 cells. **C** and **D,** The specific lysis of K562 cells by expanded Vγ9Vδ2+ T-cells under two conditions: unstained control (−) and respective blocking antibody (+), DNAM-1, PVR, Nectin-2, TRAIL, TRAIL-R1, and TRAIL-R2 (*n* = 3). Significant differences between the between the unstained (−) and blocking conditions (+) were indicated by * and ^#^, respectively. Data are represented as mean ± SEM; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001 by repeated measures two-way ANOVA with Bonferroni *post hoc* test (C–D).

## Discussion

γδ T-cells are promising candidates for allogeneic cell therapies due to their anti-tumor activity and ability to function across MHC barriers without causing GvHD (40). While γδ T-cells, expanded *in vivo* or *in vitro* prior to adoptive transfer, have demonstrated anti-tumor activity in preclinical and early phase clinical trials, their efficacy against hematologic malignancies has thus far been modest (12). In this article, we demonstrate that a single session of exercise activates the catecholamine, β2-AR signaling pathway, leading to mobilization of γδ T-cells with enhanced anti-tumor activity into the bloodstream (Supplementary Fig. S3). We further found that γδ T-cells manufactured using exercise or ISO-mobilized cells displayed a cytotoxic phenotype and transcriptomic profile associated with augmented anti-tumor activity *in vitro* and *in vivo*. 

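Transcripts of 4 effector molecules were measured in every library of the expanded cells. PRF1, which encodes perforin, lies on chromosome 10 from 70597348 to 70602775 and was counted at 1336 ± 254 CPM (SD, n = 2) in REST before exercise, 1409 ± 173 in EX, 1503 ± 28.3 in REST before ISO and 1803 ± 51.6 in ISO. GZMB, which encodes granzyme B, lies on chromosome 14 from 24630954 to 24634267, with 656 ± 49.8 CPM in REST before exercise, 700 ± 34.3 in EX, 521 ± 28.6 in REST before ISO and 742 ± 176 in ISO. The log2 fold changes of PRF1 were 0.08 after exercise and 0.26 after ISO infusion (standard error 0.20 for both), and those of GZMB were 0.09 and 0.51 (standard errors 0.20 and 0.21). IFNG changed by 0.40 after exercise (standard error 0.84) and -0.41 after ISO infusion (standard error 0.84). TNF moved by 0.01 after exercise, with a standard error of 0.30. None of these genes passed the adjustment, with an adjusted p from edgeR of 1 after exercise and 0.9999 after ISO infusion for each. PRF1 and GZMB were higher in each of the 4 pairs, by as little as 0.01 for PRF1 in exercise subject 2, IFNG in 3 and TNF in 2.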

Inhibiting β2-AR but not β1-AR signaling abrogated the mobilization and *ex vivo* expansion of γδ T-cells with exercise. We also found that an upregulation of the NK-cell cytotoxicity trigger molecule DNAM-1 on γδ T-cells expanded after exercise and β2-AR agonist infusion, and its ability to ligate with the PVR and Nectin-2 expressed by leukemic targets, were directly involved in the anti-tumor response. These findings provide a mechanistic link between exercise, β2-AR activation, and the manufacture of superior γδ T-cell products for adoptive cell therapy against hematologic malignancies (Supplementary Fig. S3).

Exercise has long been known to preferentially mobilize cytotoxic lymphocytes (e.g., NK-cells, CD8^+^ T-cells, γδ T-cells) to the peripheral blood compartment which promptly exit the bloodstream upon cessation of exercise to survey peripheral tissues (37, 41). Recent work has shown that these mobilized cells subsequently infiltrate tumors and are essential in constraining tumor growth in several murine cancer models (42). We recently introduced the innovative concept that lymphocytes mobilized by exercise enhance the graft-versus-leukemia (GvL) effects of donor lymphocyte infusions (35). In addition, an exercise session can improve the *ex vivo* production and effectiveness of virus-specific T-cells, γδ T-cells, and tumor antigen-specific T-cells (43–45). Previously, we reported that exercise augmented the *ex vivo* expansion of γδ T-cells and increased their ability to kill leukemia, lymphoma, and multiple myeloma target cells *in vitro* (10). While an upregulation of the activating receptor NKG2D was found to play a mechanistic role in the increased cytotoxic effects against U266, blocking NKG2D had no affect against K562 (10). Here we found that the activating receptors NKG2D, DNAM-1, TRAIL, CD16, CD56, and CD161, as well as the chemokine receptors CXCR3 and CCR5, were elevated among γδ T-cells expanded after exercise. Furthermore, exercise-expanded γδ T-cells had a lowered expression of the inhibitory receptor NKG2A and a greater proportion of cells with an NKG2D+/NKG2A− phenotype, which is highly predictive of cytotoxic potential (46). Indeed, NKG2A has been touted as a potential candidate for immune checkpoint inhibition (46, 47). The upregulation of DNAM-1 on γδ T-cells expanded after exercise was found to play a mechanistic role in the increased killing of K562 target cells. We found that blocking known DNAM-1 ligands, PVR and Nectin-2, on leukemic targets also abrogated the enhanced effects of exercise on γδ T-cell cytotoxicity. We also observed enhanced cytotoxic activity of exercise-expanded γδ T-cells against ZOL sensitized K562, U266 and Daudi cells. Moreover, our RNA-seq studies revealed an enrichment of gene sets in exercise-expanded γδ T-cells associated with cytokine stimulus and secretion, intracellular and hormone-mediated signaling pathways, antigen presentation and processing, T-cell activation and NK cell–mediated cytotoxicity, among others. It was not surprising, therefore, to find that γδ T-cells expanded after exercise were more capable of restricting K562 leukemic growth in NSG-IL15 mice, particularly when mice received a single dose of ZOL. 

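A list of cytokine genes (44 of 60 tested) was not past the FDR threshold after exercise, with an NES of -1.15 (fgsea FDR 0.306) and a median log2 fold change of -0.17. Of its 44 genes, 15 were higher in EX, and 21 were lower in both exercise subjects. The leading members in that direction were FLT3LG, CXCL16 and TNFSF4, and 37.5% of the exon bases of FLT3LG lie in exons of other genes. The list passed with the subject as a block (NES -1.71), with the block and an offset for GC content and length (-1.53), with DESeq2 (-1.30), with limma-voom (-1.44), without a filter on low counts (-1.26) and with at least 10 counts in every library (-1.43). It also passed without the second EX library (-1.73) and without the first library of REST before exercise (-1.27), and in the opposite direction without the second (1.32). The class II antigen presentation list fell after exercise, with an NES of -1.72 (FDR 0.027), led by HLA-DQB2, HLA-DOA and HLA-DMB, of which HLA-DQB2 has near-identical paralogs. It was -1.05 without the first library of REST before exercise and -1.25 without the second EX library, not past the threshold in either.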

The enrichment of genes annotated to GO terms such as “cellular response to extracellular stimulus,” may explain why exercise-expanded γδ T-cells were highly responsive to ZOL stimulation both *in vitro* and *in vivo*. Collectively, these findings indicate that exercise-mobilized γδ T-cells develop different phenotypic and transcriptomic characteristics after *ex vivo* expansion, increasing their responsiveness to exogenous antigens and making them more potent killers of multiple hematologic tumors.

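The 2 exercise subjects were not alike in the 2 lists with the largest absolute NES after exercise. Of 76 oxidative phosphorylation genes, 58 were higher in EX than in REST in exercise subject 1 and 8 in exercise subject 2. Of 96 membrane targeting genes, 86 were higher in the first subject and 7 in the second. As a group, the 2 lists had NES of -2.33 and -2.78 after exercise (fgsea FDR 1.55e-07 and 2.49e-15), led by ATP5ME, NDUFB1 and NDUFV3 in the first and RPL23, RPL36A and RPL39 in the second, ribosomal protein genes with many processed pseudogenes. Of the exon bases of ATP5ME, 61.6% lie in exons of a gene on the opposite strand. Without the second library of REST before exercise, their NES were 0.79 and 0.75, neither past the threshold. Without the second EX library, the NES of oxidative phosphorylation was 0.53 and that of membrane targeting -1.32.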

The mobilization of γδ T-cells and other effector lymphocytes to blood is largely driven by catecholamines acting on the β2-AR, which is a G protein–coupled receptor that is highly expressed in circulating γδ T-cells (6, 8, 10). 

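Among cAMP response genes, FOSB, FOS and DUSP1 had the largest statistics after exercise. FOSB (chromosome 19, 45467995 to 45475179) was counted at 57.4 ± 8.84 CPM (SD, n = 2) in REST before exercise and 233 ± 56.7 in EX, a log2 fold change of 2.02 with a standard error of 1.28. FOS (chromosome 14, 75278774 to 75282230) was 64.4 ± 27.5 CPM at rest and 188 ± 20.6 in EX, a log2 fold change of 1.54 with a standard error of 0.78. DUSP1 (chromosome 5, 172768090 to 172771195) was 13.4 ± 5.47 and 27.2 ± 1.27 CPM, a log2 fold change of 1.02 with a standard error of 0.64. All 3 genes rose in both exercise subjects, and their adjusted p from edgeR was 1. With every gene of at least 1 count kept, FOS and FOSB passed the adjustment (adjusted p 1.7e-06 and 5.29e-12 from edgeR), while over the other alternatives the adjusted p ranged from 0.425 to 1 for FOS and from 0.107 to 1 for FOSB. In the filtered fit their unadjusted p from edgeR was 0.085 and 0.155. The fit without a filter was not run on simulated counts, and its smallest adjusted p after exercise was 4.84e-25 from edgeR. Its calls are therefore uncertain. FOSB, FOS and DUSP1 varied as much between the libraries of REST before ISO, where FOSB was 233 ± 297 CPM. These are immediate-early genes, and 16 of the 38 cAMP genes tested are of that kind. RNA came from cells expanded for 14 days, frozen and thawed, so their rise cannot be read as a direct response to the exercise bout.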

At the transcriptional level, we found an enrichment of gene sets involved in G protein–coupled receptor and TOR signaling within exercise-mobilized γδ T-cells, and, within γδ T-cells expanded after exercise, an upregulation of genes involved in cAMP signaling—the major downstream messenger molecule following β2-AR activation. This indicates that exercise-mobilized γδ T-cells are highly sensitive to catecholamines and β2-AR signaling both before and after *ex vivo* expansion. Our interpretations of the single-cell and bulk RNA-seq data were bolstered by our randomized placebo-controlled exercise trial and synthetic β-AR agonist infusion experiments in humans, which clearly demonstrated involvement of the catecholamine- β2-AR signaling axis in the mobilization and expansion of γδ T-cells. First, we showed that a nonselective β1+β2-AR antagonist (nadolol), but not a selective β1-AR antagonist (bisoprolol), administered prior to exercise blocked γδ T-cell mobilization to blood and the subsequent enhanced *ex vivo* expansion. Second, when we infused “resting” participants with ISO—a synthetic β1+β2-AR agonist with approximately 4-fold preference for the β2-AR—for 20 minutes, we were able to expand γδ T-cells from the ISO-mobilized cells that displayed increases in potency and phenotypic and transcriptomic alterations akin to exercise (48). It is noteworthy that the γδ T-cells expanded after ISO infusion controlled leukemic growth in the NSG-IL15 mice receiving ZOL more consistently than those expanded after exercise, possibly due to ISO being infused at a precise dose and rate compared with the inherent variability in endogenous catecholamine responses to fixed intensity acute exercise.

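Taken over both protocols, the 4 EX and ISO libraries were compared with the 4 REST libraries. No gene passed an adjusted p of 0.05 (0 of 15501 in edgeR's quasi-likelihood test, 0 in DESeq2 and 0 in limma-voom), with 94, 103 and 88 genes at an unadjusted p under 0.05. With the subject as a block, edgeR called 2 genes, both lower, MEF2C among them, and 0 in counts simulated with no gene changed. The smallest p-values without the block were those of MEF2C, WNT10A and RUBCNL, with log2 fold changes of -1.31, -2.33 and -1.77. WNT10A had between 1 and 19 counts per library. MEF2C fell in each of the 4 pairs, which come from 2 people if the subject numbers match across protocols. In simulated counts with the same 4 against 4 libraries, drawn without correlation within pairs, 47% of genes changed 2-fold and 98% of genes changed 4-fold were found.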

There is increasing evidence that adrenergic signaling is playing a pivotal role in the anti-tumor immune effects provided by exercise. Intermittent “spikes” in catecholamines and other acute exercise factors, such as the muscle-derived cytokines IL6 and IL15, can recruit effector lymphocytes to the blood and facilitate their trafficking to tumors leading to enhanced tumor infiltration and suppression of tumor growth over time (49). In a murine model of melanoma, voluntary wheel running was shown to increase NK-cell tumor infiltration in a manner that was dependent on IL6 and inhibited with nonselective beta blockade (propranolol; ref. 42). More recently, exercise was found to mobilize and accumulate tumor infiltration of IL15-responsive CD8^+^ T-cells in a murine model of pancreatic ductal adenocarcinoma, an effect that was also blocked with propranolol (50). A limitation of these studies is that only a nonselective β1+β2-AR antagonist (propranolol) was used, whereas we have excluded involvement of β1-AR signaling in the mobilization and redistribution of γδ T-cells with exercise by assessing the effects of both selective and nonselective β-AR antagonists. We have also shown previously that virus-specific T-cells, which can exert cytotoxic functions against viral infected tumors (e.g., Epstein-Barr Virus EBV+ lymphoma), are also preferentially redeployed with exercise via the catecholamine- β2-AR signaling axis (44). Collectively, these findings have identified the β2-AR as a therapeutic target that can potentially be exploited to improve anti-tumor immunity, and to mobilize more effective lymphocytes to blood where they can be readily accessed for the *ex vivo* manufacture of more potent cell products for cancer therapy.

In future studies, it will be important to determine whether expanding γδ T-cells with IL2 and IL15 can further augment potency, as it was recently shown that ZOL with IL2 and IL15 enhanced the cytotoxic function of the final γδ T-cell product compared with IL2 alone (51). Moreover, it remains to be seen how repeated γδ T-cell transfers perform in leukemia-bearing mice and to test their potency against a range of hematologic malignancies *in vivo*, both with and without combination therapeutics (e.g., immune checkpoint inhibitors, mAbs) or genetic manipulation (e.g., addition of a chimeric antigen receptor) designed to increase anti-tumor immunity. A minor limitation is our study participants were young (22–41 years), physically active (5–7 PAR score), and aerobically fit (

_2max_: 44.9 ± 8.7 mL/kg/minute). It was shown recently that physical fitness is a major determinant of γδ T-cell responsiveness, with successful *ex vivo* γδ T-cell expansions occurring in 100% of physically active donors (physically active >4 days/week) compared with just 25% of sedentary donors (52). It is possible therefore that the augmenting effects of acute exercise on γδ T-cell expansion and potency will be more prominent in sedentary individuals, but this remains to be investigated.

We conclude that exercise-induced β2-AR activation preferentially mobilizes γδ T-cells with an effector phenotype and transcriptomic profile to the peripheral circulation. This allows for the collection and generation of a more potent *ex vivo* expanded γδ T-cell product that is highly effective in killing a broad range of hematologic tumor cells *in vitro and* exert better control of K562 leukemia growth *in vivo*. These findings have significant translational potential for using exercise as a nontoxic and economical therapeutic strategy—or in repurposing existing drugs that target β2-AR signaling—to augment the manufacture of therapeutic cell products for the treatment of refractory and relapsed hematologic malignancies.

## Supplementary Material

Supplementary Figure S1 Supplemental Figure S1: The percentage or MFI of activating, inhibitory, and chemokine receptors among Vd2+ and Vd1+ T-cells before and during acute exercise

Supplementary Figure S2 Supplemental Figure S2: The specific lysis of K562 cells by expanded Vγ9Vδ2+ T-cells with respective blocking of TCR-γδ or CMA.

Supplementary Figure S3 Supplemental Figure S3: Schematic of the overall study design and conclusions.

# Supplementary material for: Exercise-induced β2-adrenergic Receptor Activation Enhances the Antileukemic Activity of Expanded γδ T-Cells via DNAM-1 Upregulation and PVR/Nectin-2 Recognition
**Source:** Cancer Res Commun. 2024 May 13;4(5):1253–67. doi: 10.1158/2767-9764.CRC-23-0570
**Supplement:** Supplementary Figure S1 — Supplemental Figure S1: The percentage or MFI of activating, inhibitory, and chemokine receptors among Vd2+ and Vd1+ T-cells before and during acute exercise

Supplemental Figure S1

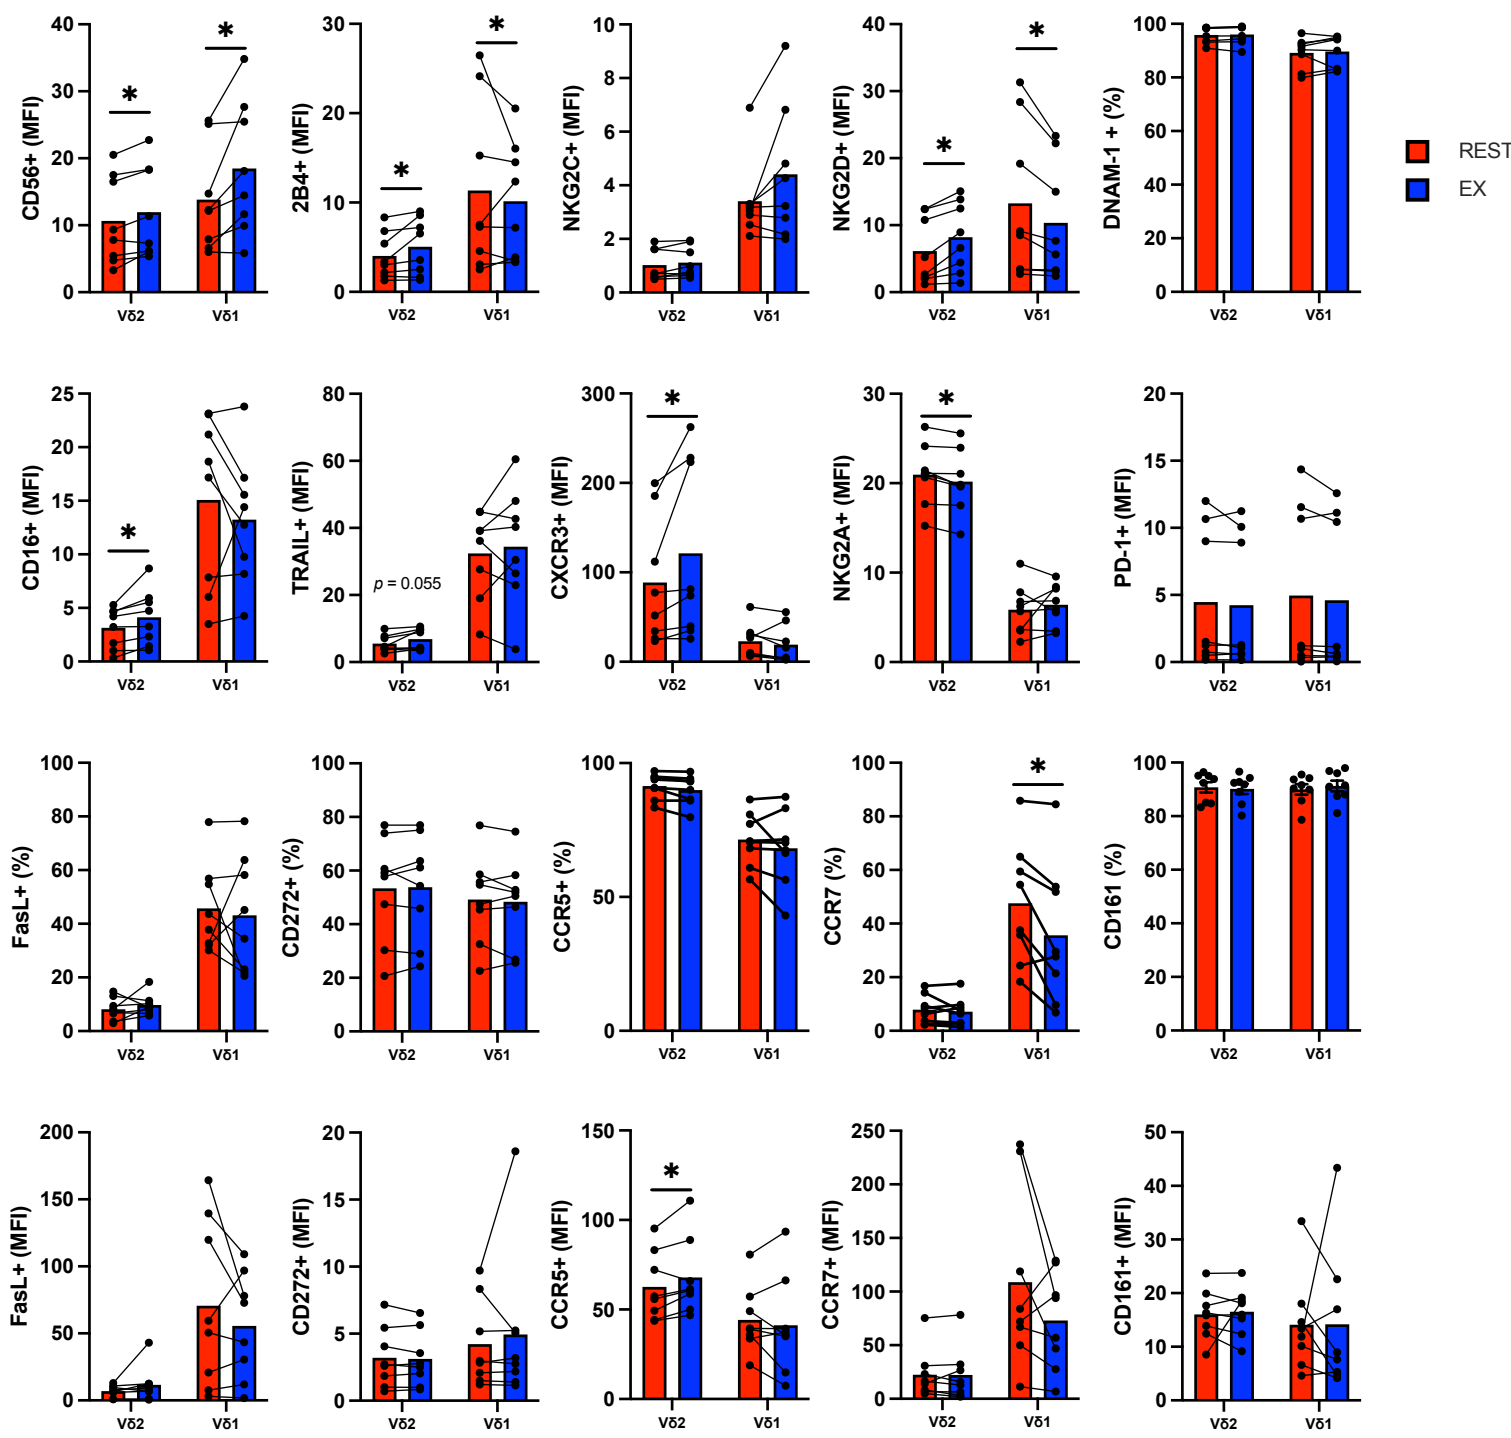

**Supplemental Figure S1:** The percentage or MFI of activating, inhibitory, and chemokine receptors among Vδ2+ and Vδ1+ T-cells before (REST) and during (EX) acute exercise. (*n*=8). Data are represented as mean and significance is indicated by \* (*p* < 0.05); Students two-tailed paired t-test.

# Supplementary material for: Exercise-induced β2-adrenergic Receptor Activation Enhances the Antileukemic Activity of Expanded γδ T-Cells via DNAM-1 Upregulation and PVR/Nectin-2 Recognition
**Source:** Cancer Res Commun. 2024 May 13;4(5):1253–67. doi: 10.1158/2767-9764.CRC-23-0570
**Supplement:** Supplementary Figure S2 — Supplemental Figure S2: The specific lysis of K562 cells by expanded Vγ9Vδ2+ T-cells with respective blocking of TCR-γδ or CMA.

Supplemental Figure S2

TCR- $\gamma\delta$

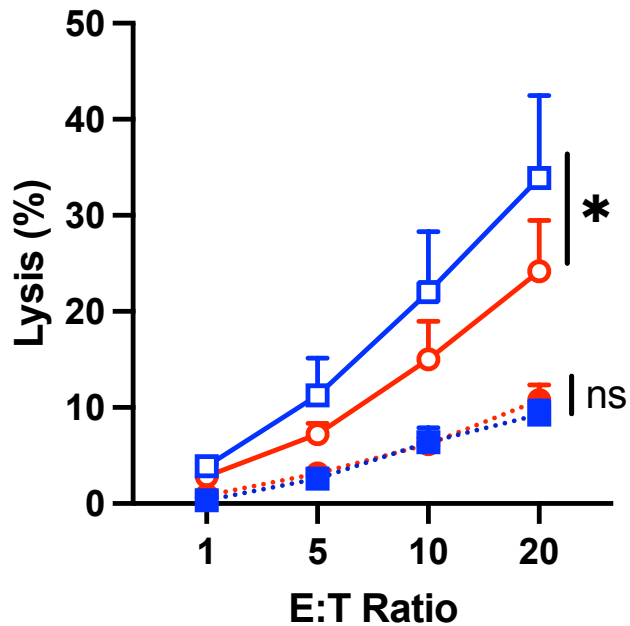

CMA

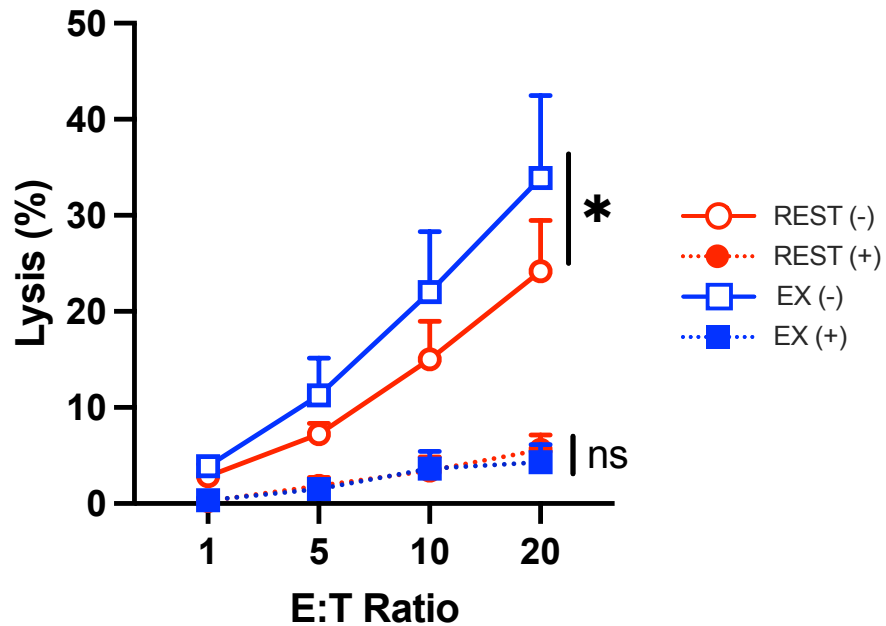

**Supplemental Figure S2:** The specific lysis of K562 cells by expanded V $\gamma$ 9V $\delta$ 2+ T-cells under two conditions: unstained control (-) and respective blocking antibody or inhibitor (+), TCR- $\gamma\delta$  or CMA ( $n=3$ ). Significant differences between the between the unstained (-) and blocking conditions (+) were indicated by \* and #, respectively. Data are represented as mean  $\pm$  SEM; \* $p < 0.05$ , by repeated measures two-way ANOVA with Bonferroni post hoc test.

# Supplementary material for: Exercise-induced β2-adrenergic Receptor Activation Enhances the Antileukemic Activity of Expanded γδ T-Cells via DNAM-1 Upregulation and PVR/Nectin-2 Recognition
**Source:** Cancer Res Commun. 2024 May 13;4(5):1253–67. doi: 10.1158/2767-9764.CRC-23-0570
**Supplement:** Supplementary Figure S3 — Supplemental Figure S3: Schematic of the overall study design and conclusions.

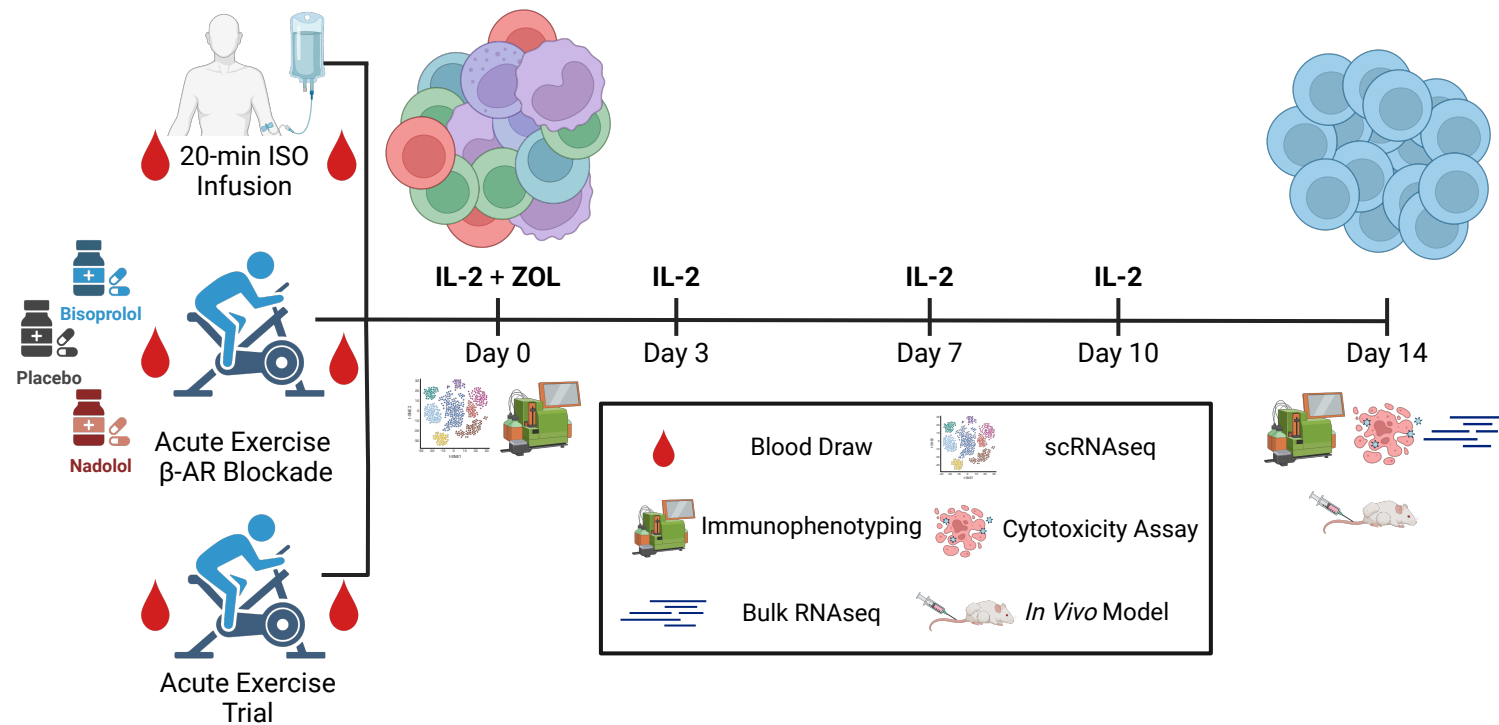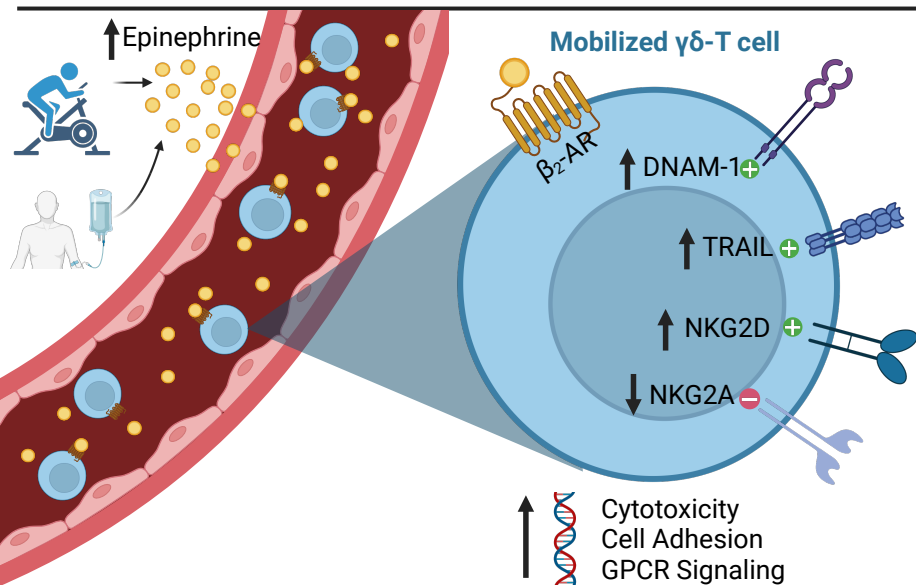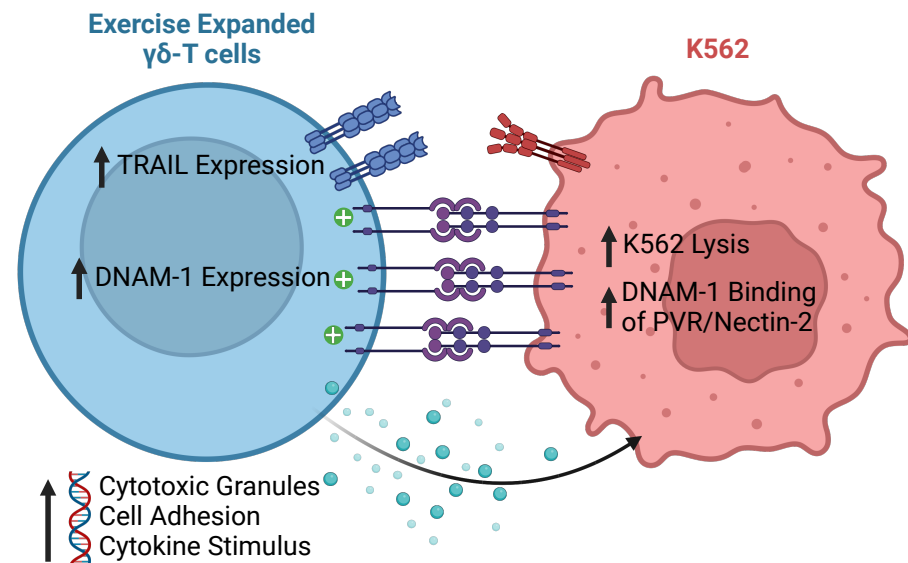

**Supplemental Figure S3:** Schematic of the overall study design and conclusions. Exercise activates the catecholamine- $\beta$ 2-AR signaling pathway preferentially mobilizing  $\gamma\delta$  T-cells to the peripheral circulation with an effector phenotype and transcriptomic profile, which allows for the generation of a potent *ex vivo* expanded  $\gamma\delta$  T-cell product that is highly effective in killing a broad range of hematologic tumor cells *in vitro* and exert better control of K562 leukemia growth *in vivo*. Importantly, the upregulation of the DNAM-1 on  $\gamma\delta$  T-cells expanded after exercise and its ability to ligate with the PVR and Nectin-2 expressed by leukemic targets, were directly involved in the anti-tumor response.

How the deposited data were processed for this re-analysis (not part of the article)

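Bulk RNA-seq of Vγ9Vδ2+ T-cells expanded for 14 days was measured in 8 libraries, 2 in each of 4 groups: REST before exercise, EX, REST before ISO and ISO. The authors deposited raw counts of reads per gene, 1 table per library with the same 60651 genes, without normalization or a filter on low counts. Every row names a gene (0 rows do not). The column names are those of the gene count output of STAR. The submitters' processing notes name the build hg38 and the tool limma; the versions, the strand setting, the annotation version and the read processing before counting are not given in the sources used here. The single-cell libraries of the paper were not analysed here. Gene positions, symbols, GC content and lengths come from a GENCODE annotation of GRCh38, in which 58405 of the gene identifiers were found.

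Total counts per library ranged from 31991994 to 43871017. Each group has 2 subjects, which limits the precision. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, low genes were removed with filterByExpr, and 15501 genes were tested by quasi-likelihood F tests for EX against REST before exercise, ISO against REST before ISO, the difference between these changes, and all 4 EX and ISO libraries against the 4 REST libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. CPM values use TMM-scaled totals. Gene lists were tested with fgsea 1.28.0 on the signed statistics of these fits, for lists of at least 5 genes, at an FDR of 0.25 as in the paper, and with limma's camera (3.58.1) at a preset correlation of 0.01 and at an estimated correlation. The lists, 20 in number, were written by hand before the data were examined, since the KEGG and GO sets were not used here. The list of monocyte markers had 3 of 16 genes tested and was left out, so 19 were tested. Medians within pairs and correlations of fold changes use log2(CPM + 1).

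The subject numbers pair each EX or ISO library with a REST library of the same subject, which comes from the labels. Deviations from the group means were correlated at 0.675 between REST before exercise and EX and at 0.841 between REST before ISO and ISO. The paper's text names no test or block for the comparisons of genes, so the fit without the block was the primary one and the fit with the subject as a block an alternative. Across protocols, deviations of libraries with the same number correlated at 0.332, 0.180, 0.257 and 0.195. One sentence of the methods speaks of the same participants for exercise and ISO infusion, another counts the participants of each trial separately, and neither says whether the numbers match. The pairs were treated as separate, and if the numbers match, the 4 pairs come from 2 people. A split of the 8 libraries by number called 562 genes, against 1 and 9 in the other splits that keep all pairs together. That goes with matching numbers without settling it.

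The genes named in the text follow a rule fixed before the data were examined: receptors of Fig. 5A, other genes of the paper, γδ T-cell markers, in each comparison the 5 genes with the smallest p among those past the threshold and changed in one direction in both subjects (or, where fewer than 5 pass, the 3 with the smallest p), and in each list reported at a claim the 3 members with the largest statistic in its direction. Values in the figures of the paper had been seen. Genes outside the rule are said to have been chosen after their values were seen. Some genes under the rule are not reported here.

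The alternatives were DESeq2 (1.42.0), limma-voom, no filter on low counts, at least 10 counts in every library, library sizes without ribosomal protein and mitochondrial genes, the subject as a block, the block with an offset for GC content and gene length (a smooth fit per library with mgcv 1.9.3), each library left out in turn, only the 4 libraries of a comparison, a ranking by log2 fold change for the lists, camera, and for the correlation of fold changes a smaller pseudocount or the fold changes of the edgeR fit. Leaving out both libraries of 1 subject in 1 protocol, and library totals without TMM for the medians within pairs, were added after the data had been seen. The fits were tested on simulated counts with 200 changed genes. In the simulation of EX, edgeR called 99 of 15155 genes, 3 of them unchanged. With no gene changed it called 0 of 15163 genes for EX, DESeq2 called 9 and edgeR with the block 2; for ISO, edgeR called 2 and with the block 1. The simulated libraries were drawn without correlation within pairs, so they do not measure what these fits find in paired libraries. A simulated trend with length (Spearman's rho 0.497 with length) was -0.0172 after the correction.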

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

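In this part, the tests for gene length and GC content bias, for the 2 libraries of exercise subject 2 and for the share of the most abundant genes were chosen after the result had been seen. So were the comparison of EX replicate 2 with the other EX and ISO libraries and the folds of FCGR3A and CD226. The other tests were set before the result had been seen.

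Of 19 gene lists, 11 differed between the exercise and ISO effects when the difference itself was tested with fgsea. The NES on the difference was -2.86 for oxidative phosphorylation, -2.70 for membrane targeting, -2.41 for antioxidant genes, -1.67 for the proteasome, -1.502 for class I antigen presentation, -1.42 for αβ T-cell markers, -1.33 for cytokines, 1.4002 for Notch genes, 2.00 for proliferation genes, 2.19 for B-cell genes and 2.31 for cAMP response genes. With an offset for GC content and length in the fit with the subject as a block, 8 of these lists still passed, which argues against that bias as the whole cause. With the correlation between the genes of a list estimated by camera, 0 lists passed on the difference. Leaving out single libraries, which sets 1 subject against both in that protocol, also changed many of them. Without EX replicate 1, class I antigen presentation (-0.80), cytokines (-0.98), B-cell (1.32), Notch (1.11), proliferation (0.71) and αβ T-cell genes (-1.06) no longer passed. Without ISO replicate 1, class I (0.90), proteasome (0.61), B-cell (1.22), Notch (0.80), proliferation (-0.76) and αβ T-cell genes (-0.93) did not pass, cytokines were 2.05 and antioxidant genes -1.55. Without REST before exercise replicate 2, class I (-0.93), cytokines (1.15), Notch (0.81) and αβ T-cell genes (-0.603) did not pass, and proliferation was -1.24, cAMP response 1.53 and membrane targeting -1.19. Without EX replicate 2, the proteasome (0.57) and Notch genes (1.21) did not pass, and cytokines were -2.002, oxidative phosphorylation -1.79 and membrane targeting -1.69. Without REST before ISO replicate 1, membrane targeting (-0.54) and Notch genes (0.99) did not pass, and cytokines were -2.197 and cAMP response -1.44. Without REST before ISO replicate 2, class I (-0.95), proteasome (-0.95), cytokines (-0.66), Notch (1.12), proliferation (-0.73) and αβ T-cell genes (-1.35) did not pass. Without ISO replicate 2, Notch genes (1.26) did not pass, and cytokines were -2.18 and membrane targeting -1.55. Genes that move together in single libraries may therefore account for the 11 lists, and a difference between exercise and ISO infusion stays open.

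Oxidative phosphorylation and membrane targeting genes fell after exercise and rose after ISO infusion. Bias by length and GC content is argued against, since the NES nearest 0 of the 2 lists on the difference was -2.78 with the offset. Without the library of REST before exercise replicate 2, the NES nearest 0 was -1.19, still past the threshold but short of the bound of -1.5 set for it, so that library cannot be told apart from the pattern by this test; leaving it out sets REST of one subject against EX of both. Without both libraries of exercise subject 2, oxidative phosphorylation was no longer past the threshold on the difference (-0.993), and membrane targeting turned to 1.27. The pattern may rest on that subject, and whether it reflects the response of that subject or the handling of the cultures was not tested.

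The cAMP response list rose after exercise and did not rise after ISO infusion. The difference kept an NES of 2.65 with the offset for GC content and length, which argues against that bias. Without the library of REST before ISO replicate 1, the NES on the difference was -1.44, so the contrast may rest on that library, in which FOS and FOSB were high. Without immediate-early genes, 22 genes had an NES of 1.48 after exercise (FDR 0.143), past the threshold but under the bound of 1.5, and the difference kept an NES of 1.78 (FDR 0.0189). Induction of such genes while cells were collected therefore cannot be told apart from a difference that lasted through the expansion. RNA came from cells expanded for 14 days, frozen and thawed, so the rise cannot be read as a direct response to the bout. FOS and FOSB were highest in REST before ISO replicate 1, a library without exercise, at 445 and 442 CPM.

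The mitochondrial share of counts in REST before exercise replicate 2 was 6.68%, against 3.70% to 4.08% in the other 3 REST libraries, and MALAT1 was 16047 CPM there, against 1602 to 3378. MALAT1 was chosen after its values were seen. If the library held more nuclear RNA, other nuclear transcripts would be raised, but their median log2 difference from the other REST libraries was 0.16 over 18 transcripts other than MALAT1, of which 10 were higher. They ranged from -0.35 to 1.30, all below the log2 difference of MALAT1, 2.71, which argues against more nuclear RNA as the cause. The 10 most abundant genes took 10.5% of the counts there, but 4 of them were MALAT1 or mitochondrial genes, so this share restates the pattern and decides nothing. Without those genes the 10 most abundant took 6.73%, against 5.38% to 6.40% in the other REST libraries, and more counts on other genes would lower the shares of MALAT1 and mitochondrial genes. EX replicate 2, of the same subject, had a mitochondrial share of 4.11% and MALAT1 at 5129 CPM, against 3.35% to 5.77% and 1129 to 4486 CPM in the other EX and ISO libraries. A difference of the subject and a difference between cultures both stay open.

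FCGR3A, which encodes CD16, was 363 CPM in REST before ISO replicate 1, against 222 to 234 CPM in the other REST libraries, and 475 CPM in ISO replicate 1, against 278 to 302 CPM in the other EX and ISO libraries. The gap to the nearest library stayed above Dixon's critical share of the range with TMM-scaled totals (0.848 for the lower of the 2 groups), which argues against library size, and the folds over the nearest library went from 1.55 to 1.49 and from 1.57 to 1.55. Both libraries are of one subject, so a difference between subjects is a candidate explanation that the design does not test, and reads shared with its paralog FCGR3B also stay open.

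CD226, which encodes DNAM-1, was 483 CPM in REST before ISO replicate 1, against 376 to 387 CPM in the other REST libraries. With TMM-scaled totals it was 465 CPM against 376 to 391.9, so it went from 1.25 to 1.19 times the nearest library, and the gap was 0.823 of the range, under the critical value. The library no longer stood out because the fold fell a little and the range of the other 3 widened, and library size cannot be told apart from other causes by so small a change. Over 54 groups of 4 libraries tested in this way, 5 stood out, and chance alone makes about 1 in 20 stand out.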

How the results depend on the processing

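The settings that leave out both libraries of 1 subject in 1 protocol, and library totals without TMM, were chosen after the data had been seen; all others were set before the data were examined. A fit that leaves a group with 1 library assumes that it varies like the other groups.

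No gene was called in any of the 4 comparisons by edgeR, DESeq2 or limma-voom, with at least 10 counts in every library, with library sizes without ribosomal protein and mitochondrial genes, with any library left out, or without both libraries of a subject. Fits to only the 4 libraries of a comparison, run for exercise and ISO infusion alone, also called 0 (65 and 79 at an unadjusted p under 0.05). In the same order of comparisons (exercise, ISO infusion, their difference, both together), 52, 97, 35 and 94 genes had an unadjusted p under 0.05 in edgeR, 44, 87, 23 and 103 in DESeq2, and 43, 86, 34 and 88 in limma-voom. Without a filter on low counts, edgeR called 9, 12 and 6 genes in the first 3 comparisons and 0 in the last. With the replicate block it called 0, 2, 0 and 2 (2, 1, 1 and 0 in counts simulated with no gene changed, drawn without correlation within pairs), and with the block and the offset for GC content and length 1, 0, 0 and 2; the gene called after exercise was ATF3, named after its value had been seen. Apart from these genes and the cytokine list after exercise (-1.71), the replicate block changed no call reported here. Without the filter, the genes called included FOS and FOSB after exercise and on the difference, and MEF2C, MS4A1 and POU2AF1 after ISO infusion. The fit without the filter was not run on simulated counts, so these calls are uncertain. At an unadjusted p under 0.05, 775 of 15501 genes would be found by chance, more than in any comparison without the block; with the block there were 976, 709, 797 and 794.

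The number of lists past FDR 0.25 was 13 after exercise, 15 after ISO infusion and 11 on the difference. Ranking by log2 fold change gave 6, 8 and 7, and camera with an estimated correlation 0, 1 and 0. The highest count after ISO infusion was 18, with the block and the offset for GC content and length. The highest count after exercise came without both libraries of ISO subject 1. With a library left out, the counts were 10 to 14, 9 to 16 and 7 to 14. Without both libraries of ISO subject 1, 7 lists passed on the difference.

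After exercise, the range of NES with a library left out was 1.12 to 1.57 for NK-cell cytotoxicity, -1.54 to 1.99 for cell adhesion, 0.99 to 1.59 for T-cell activation, 1.19 to 2.44 for cAMP response, 1.12 to 2.10 for class I antigen presentation, -2.54 to 0.79 for oxidative phosphorylation, -3.04 to 0.75 for membrane targeting, -1.73 to 1.32 for cytokines and -2.53 to 0.70 for B-cell genes. After ISO infusion it was -1.08 to 2.12 for NK-cell cytotoxicity, -2.59 to 3.48 for membrane targeting, -0.42 to 2.67 for the proteasome, -1.41 to 1.95 for cell adhesion, -2.44 to 2.21 for cAMP response, -2.29 to 2.16 for cytokines and -2.43 to 1.605 for proliferation. On the difference it was -1.44 to 2.69 for cAMP response, -3.66 to -0.54 for membrane targeting, -1.92 to 0.90 for class I antigen presentation, -2.29 to 0.61 for the proteasome, -2.197 to 2.05 for cytokines and -1.24 to 2.66 for proliferation. B-cell genes after ISO infusion stayed between -2.81 and -2.42.

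Ranking by log2 fold change gave NES of 1.04 for NK-cell cytotoxicity, 0.88 for cell adhesion and 1.12 for T-cell activation after exercise, and of 1.16 for membrane targeting and -0.77 for cell adhesion after ISO infusion. With limma-voom, cell adhesion was 1.16 after exercise and 1.08 after ISO infusion, neither past the threshold. With the block and the offset, cytokines after ISO infusion were -1.21.

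Camera with a preset correlation gave cell adhesion an FDR of 0.391 after exercise and 0.324 after ISO infusion. With an estimated correlation, FDRs after exercise were 0.70 for NK-cell cytotoxicity, cAMP response and class I antigen presentation, 0.806 for cell adhesion, and 0.739 for T-cell activation, oxidative phosphorylation and membrane targeting; after ISO infusion 0.340 for NK-cell cytotoxicity and class I antigen presentation, 0.456 for oxidative phosphorylation, 0.752 for membrane targeting and 0.609 for the proteasome; and on the difference 0.772 for cAMP response, 0.767 for oxidative phosphorylation and 0.782 for membrane targeting.

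Without both libraries of exercise subject 2, NES after exercise were 2.30 for oxidative phosphorylation, 2.23 for membrane targeting, -0.80 for cell adhesion and -0.88 for T-cell activation, and on the difference -0.99 for oxidative phosphorylation, 1.27 for membrane targeting and -0.65 for Notch genes. Without both libraries of exercise subject 1, cell adhesion was 1.09 and class I antigen presentation 1.27 after exercise. Without both libraries of ISO subject 1, NES after ISO infusion were 1.42 for cAMP response, -0.90 for membrane targeting and -1.94 for cytokines, and cytokines on the difference were 1.55. The cause of these changes was not tested, apart from the fewer libraries that the settings leave.

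The correlation of the exercise and ISO fold changes was 0.04, and -0.16 to 0.27 with a library left out. It was -0.0237 without both libraries of ISO subject 2, and -0.13 and 0.27 without both libraries of exercise subject 1 and 2. The median of NK-cell cytotoxicity genes in exercise subject 1 was 0.01 with TMM and -0.0621 with library totals alone, under which the median of all genes in that pair was -0.07.

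Genes near 1 CPM, such as ADRB1 with 17 to 78 counts per library, are poorly measured.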

Differences from the paper's values

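In each case below the paper's value is that of a KEGG or GO set in Fig. 5, read by eye, and the other value is that of a list written by hand, so the genes are not the same. The spread is the SD of the NES over the 8 fits that leave out 1 library. Some of these fits leave out a library of the other protocol, and all 8 are also among the 16 alternatives. The spread was 0.134 for B-cell genes after ISO infusion and 0.93 for cytokines after exercise. It is not a sampling error, so within or outside it does not measure disagreement with the paper.

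For T-cell activation after exercise, the paper's NES is about 1.5 in Fig. 5B, read by eye, against 1.26. Leaving out both libraries of ISO subject 1 or 2, chosen after seeing the values, gave 1.64 in each, within the spread, and leaving out both libraries of exercise subject 1 or 2 gave 1.76 and -0.88, outside it. Of the 16 alternatives set before the data were examined, 8 fell within the spread of the paper's value: DESeq2, no filter on low counts, the replicate block with and without the offset for GC content and length, and leaving out either library of exercise replicate 1 or either library of REST before ISO. The other 8 did not.

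For class II antigen presentation after exercise, the paper's NES is about -2.0 in Fig. 5B, read by eye, against -1.72. DESeq2 and leaving out ISO replicate 2 fell within the spread, and the other 14 alternatives did not. Leaving out both libraries of ISO subject 1 or 2, chosen after seeing the values, gave -1.797 and -1.86, within the spread, and leaving out both libraries of exercise subject 1 or 2 gave -1.16 and -1.34, outside it.

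For class I antigen presentation after ISO infusion, the paper's NES is about 2.0 in Fig. 5C, read by eye, against 2.44. DESeq2, no filter on low counts, at least 10 counts in every library, ranking by log2 fold change, and leaving out REST before exercise replicate 1, REST before exercise replicate 2, EX replicate 2, REST before ISO replicate 1 or REST before ISO replicate 2 fell within the spread, and the other 7 did not. Chosen after seeing the values, leaving out both libraries of ISO subject 1, exercise subject 1 or exercise subject 2 gave 2.13, 2.31 and 2.26, within the spread, and leaving out both libraries of ISO subject 2 gave 2.49, outside it.

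For B-cell genes after ISO infusion, the paper's NES is about -1.7 in Fig. 5C, read by eye, against -2.73, and none of the 16 alternatives fell within the spread. For Notch signaling after ISO infusion, the paper's NES is about -1.8 in Fig. 5C, read by eye, against -0.80 (FDR 0.768), and again none of the 16 did. The Notch list passed the threshold only with the block and the offset for GC content and length, at -1.22 (FDR 0.24).

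The paper states that exercise and ISO infusion evoke similar transcriptomic shifts. That statement rests on gene sets and surface receptors, not on fold changes gene by gene. Across genes the fold changes had a correlation of 0.04, with the sign turned without REST before exercise replicate 1 (-0.15), ISO replicate 1 (-0.12), EX replicate 2 (-0.0131) or REST before ISO replicate 2 (-0.16), and 0.27 without REST before exercise replicate 2. The 2 exercise subjects correlated at -0.04 with each other and the 2 ISO subjects at 0.22. With so little shared within a protocol, the value of 0.04 cannot test similarity between protocols. On a test of the difference 11 of 19 lists differed with fgsea and 0 with camera at an estimated correlation. Past the threshold in one direction after both were NK-cell cytotoxicity (1.45 after exercise and 2.03 after ISO infusion), class I antigen presentation (1.84 and 2.44), cell adhesion (1.26 and 1.25), class II antigen presentation (-1.72 and -1.61), mitochondrially encoded genes (-1.43 and -1.46) and B-cell genes (-2.30 and -2.73). After exercise, these were -1.03 for cell adhesion, 1.12 for class I, -1.05 for class II and 0.70 for B-cell genes without REST before exercise replicate 1, 1.99 for cell adhesion and -2.42 for mitochondrially encoded genes without EX replicate 1, 2.01 for mitochondrially encoded genes without REST before exercise replicate 2, and 1.12 for NK-cell cytotoxicity, -1.54 for cell adhesion, -1.25 for class II and 2.13 for mitochondrially encoded genes without EX replicate 2. After ISO infusion, they were -0.98 for mitochondrially encoded genes without REST before ISO replicate 1, -1.08 for NK-cell cytotoxicity, -1.41 for cell adhesion and 1.404 for class I without ISO replicate 1, 1.10 for NK-cell cytotoxicity, -0.75 for cell adhesion, -1.04 for class II and -1.32 for mitochondrially encoded genes without REST before ISO replicate 2, and 1.95 for cell adhesion and -0.79 for mitochondrially encoded genes without ISO replicate 2. Cell adhesion passed after neither exercise nor ISO infusion with limma-voom (1.16 and 1.08) or with camera at a preset correlation (FDR 0.391 and 0.324). The paper names cytokine signaling among the sets enriched after ISO infusion, where the cytokine list had an NES of 0.82 and was not past the threshold; it passed upward without REST before ISO replicate 1 (2.16) or without ISO replicate 2 (1.89), and downward without ISO replicate 1 (-2.29), with the block and the offset (-1.21), and, in a setting chosen after seeing the values, without both libraries of ISO subject 1 (-1.94). For cytokines after exercise, the paper's NES is about -1.8 in Fig. 5B, read by eye, against -1.15, which lies within the spread but is not past the threshold. The list passed downward with DESeq2 (-1.30), limma-voom (-1.44), no filter on low counts (-1.26), at least 10 counts in every library (-1.43), the replicate block (-1.71), the block with the offset (-1.53), camera at a preset correlation (FDR 0.184), and without REST before exercise replicate 1 (-1.27) or EX replicate 2 (-1.73). It also passed downward without both libraries of ISO subject 1 (-1.47) or 2 (-1.51), settings chosen after seeing the values, and upward without REST before exercise replicate 2 (1.32).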

Other observations

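In this part, the tests of gene length and GC content bias for B-cell genes, of cells of another donor, both tests of HMGA2, the resampled genes for exercise subject 2 and the count of splits by unadjusted p were chosen after the result had been seen. The other tests were set before it.

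B-cell genes were lower after ISO infusion, with an NES of -2.73, and 25 of 26 genes were lower in both ISO subjects. Among the leading genes were MS4A1 and PAX5 after ISO infusion, and IGHM, MS4A1 and POU2AF1 after exercise. The list holds 31 genes, 26 of them tested, and 1 of them is also in another list; how many of them γδ T-cells also express was not tested. Its most abundant genes were JCHAIN, at 53.7 ± 26.1 CPM (SD, n = 2) in REST before ISO and 20.6 ± 13.3 in ISO, IGKC, at 29.5 ± 21.2 and 11.6 ± 5.05, and MS4A1, at 53.9 ± 13.8 and 21.2 ± 10.7. Without immunoglobulin genes the NES was -2.51, which argues against reads split between those genes, and with the offset for GC content and length it was -2.97. The median pairwise correlation of the B-cell genes over the 8 libraries was 0.421, above all of 1000 random lists of matched mean expression (percentile 100.0, highest 0.265). A candidate explanation is that fewer B-cells remained in the product expanded after ISO infusion, which was found and tested on the same libraries. After exercise the list had an NES of -2.30, which became 0.70 without REST before exercise replicate 1.

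The libraries of exercise subject 2 differed more than those of the other pairs. On the same genes, 182 differed over 2-fold in that pair, against at most 135 in the others, and 170 against at most 127 after the trend with GC content and length was removed. The excess of 47 genes was 43 after the removal (95% interval 11 to 75 over resampled genes, which takes genes as independent), which argues against that bias as the whole cause. A bound of 1.5 times the other pairs had been set for this, but the excess was smaller than that before the removal too. Of 67 genes steady within the other 3 pairs and different between them, 3 changed over 2-fold within exercise subject 2, a share of 4.48%, against 0.123% of genes that do not differ between pairs and 0 in the other pairs held out. That is what cells of another donor in one of the libraries would give, but with 64 of the 67 genes within 2-fold it could be only a small share of cells, and it rests on 3 genes.

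HMGA2 (chromosome 12, 65824131 to 65966295) was chosen after its values were seen. It was between 17.4 and 32.3 CPM in 6 libraries, with 13 counts in EX replicate 2 and 3 in ISO replicate 1. Counting error is argued against, since the lowest of the other libraries would give at least 558 counts, with a lower 95% Poisson bound of 512. Loss of reads over the region is argued against as well, since the median log2 difference of 7 neighboring genes was 0.0429. A difference between cultures may remain, and no biological explanation was tested.

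KLRK1, which encodes NKG2D, was counted near the floor in every library (3 to 26 counts). Of its exon bases, 62.7% lie in exons of another gene on the same strand, KLRC4-KLRK1 among them, so reads left out as ambiguous may explain the level, and the share lies between the bounds set for and against it. Its change says nothing about the receptor.

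Transcripts of other receptors of Fig. 5A changed little, with no adjusted p from edgeR under 0.05. Log2 fold changes after exercise and after ISO infusion were 0.42 and 0.20 for NCAM1, -0.16 and 0.02 for TNFSF10, 0.06 and 0.24 for CXCR3, -0.07 and 0.27 for KLRB1, 0.08 and -0.17 for KLRC1, 0.15 and 0.02 for CD226, and 0.32 and 0.42 for FCGR3A. The γδ T-cell markers TRDC, TRDV2, TRGC1, TRGC2 and TRGV9 changed by 0.16, 0.23, -0.09, -0.39 and -0.01 after exercise. After ISO infusion they changed by 0.17, 0.21, 0.15, 0.10 and 0.17 in the same order. Of the exon bases of TRDC, 38.8% lie in exons of a gene on the opposite strand.

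Other lists were tested with fgsea. Antioxidant genes had NES of -1.42 after exercise (FDR 0.143) and 2.31 after ISO infusion (FDR 5.52e-06), led by GSTP1, PRDX5 and SRXN1, the last with 85.0% of its exon bases in exons of another gene. They did not pass after exercise without REST before exercise replicate 2 (0.70) or EX replicate 2 (-0.53), and were 1.48 after ISO infusion without ISO replicate 1. Proliferation genes had 1.27 after exercise (FDR 0.178) and -1.89 after ISO infusion (FDR 0.00103), led by MKI67, CENPE and CENPF. Their sign changed after exercise without EX replicate 1 (-1.58) or REST before exercise replicate 2 (-2.401), and after ISO infusion without ISO replicate 1 (1.605) or REST before ISO replicate 2 (1.32), while without REST before exercise replicate 1 or EX replicate 2 they were 2.35 after exercise. Mitochondrially encoded genes had -1.43 (FDR 0.143) and -1.46 (FDR 0.107). After exercise they were 2.01 without REST before exercise replicate 2, 2.13 without EX replicate 2 and -2.42 without EX replicate 1, and after ISO infusion they did not pass without REST before ISO replicate 1 (-0.98), REST before ISO replicate 2 (-1.32) or ISO replicate 2 (-0.79).

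The αβ T-cell markers had NES of -1.4002 after exercise (FDR 0.143) and 1.48 after ISO infusion (FDR 0.109). They did not pass after exercise without EX replicate 1 (-0.94) or REST before exercise replicate 2 (1.17), nor after ISO infusion without ISO replicate 1 (-0.91) or REST before ISO replicate 2 (1.24). The γδ T-cell markers had 1.2952 (FDR 0.258), opposite in sign to their median log2 fold change of -0.01, and 1.48 (FDR 0.109). They passed after exercise without EX replicate 1 (1.45) or REST before exercise replicate 2 (1.57), and did not pass after ISO infusion without REST before ISO replicate 1 or ISO replicate 2 (0.70 in each). The receptors of Fig. 5A had 1.13 (FDR 0.330) and 1.02 (FDR 0.527). They passed after exercise without REST before exercise replicate 2 (1.72) or EX replicate 2 (1.46), and after ISO infusion without REST before ISO replicate 1 (1.31) or ISO replicate 2 (1.44). The other genes of the paper had 1.21 (FDR 0.306) and 1.54 (FDR 0.0941), and after ISO infusion did not pass without ISO replicate 1 (1.05) or REST before ISO replicate 2 (0.74). After exercise, Notch genes had 1.16 (FDR 0.306) and the proteasome list 0.88 (FDR 0.657), which passed without EX replicate 1 (-1.43) and EX replicate 2 (1.95). After ISO infusion, cell adhesion genes had 1.25 (FDR 0.137), and without ISO replicate 1 -1.41, without REST before ISO replicate 2 -0.75 and without ISO replicate 2 1.95. T-cell activation genes had 0.97 (FDR 0.587), and passed at 2.01 without REST before ISO replicate 1, -1.201 without ISO replicate 1, -1.30 without REST before ISO replicate 2 and 1.56 without ISO replicate 2. The cAMP response list had -1.46 (FDR 0.0818), and was 2.21 without REST before ISO replicate 1 and -2.44 without REST before ISO replicate 2. Class II antigen presentation had -1.61 (FDR 0.037), while its median log2 fold change was 0.01, and was -1.04 without REST before ISO replicate 2. The smallest p-values on the difference between exercise and ISO were those of ENSG00000274270, EEF1A1P13 and TTN, none past the adjustment.

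The comparison of EX and ISO against REST called 0 genes in edgeR (94 at an unadjusted p under 0.05; DESeq2 and limma-voom also called 0), so all 35 splits of the 8 libraries into 4 and 4 had to call as many and this count decides nothing. By genes at an unadjusted p under 0.05, 29 of the 35 splits had 94 or more. Splits that keep pairs together carry differences between subjects, so this share does not measure chance. The highest of the other splits called 562 genes, and it parted no pair, which points to differences between subjects. It set all libraries numbered 1, of both protocols, against all numbered 2. The other splits that parted no pair called 1 gene (exercise against ISO) and 9 genes (numbers crossed between protocols). At an unadjusted p under 0.05, the 3 splits had 3324, 3691 and 1945 genes in that order. The called genes go with numbers that name the same people in both protocols, but do not settle it. Of the 8 splits that part all 4 pairs, none called a gene, and 2, the real one included, had 94 or more genes at an unadjusted p under 0.05. With only 8 such splits, even the highest count could arise by chance, so chance cannot be excluded.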
